# Comparative transcriptomics reveals key differences in the response to milk oligosaccharides of infant gut-associated bifidobacteria

**DOI:** 10.1038/srep13517

**Published:** 2015-09-04

**Authors:** Daniel Garrido, Santiago Ruiz-Moyano, Danielle G. Lemay, David A. Sela, J. Bruce German, David A. Mills

## Abstract

Breast milk enhances the predominance of *Bifidobacterium* species in the infant gut, probably due to its large concentration of human milk oligosaccharides (HMO). Here we screened infant-gut isolates of *Bifidobacterium longum* subsp. *infantis* and *Bifidobacterium bifidum* using individual HMO, and compared the global transcriptomes of representative isolates on major HMO by RNA-seq. While *B. infantis* displayed homogeneous HMO-utilization patterns, *B. bifidum* were more diverse and some strains did not use fucosyllactose (FL) or sialyllactose (SL). Transcriptomes of *B. bifidum* SC555 and *B. infantis* ATCC 15697 showed that utilization of pooled HMO is similar to neutral HMO, while transcriptomes for growth on FL were more similar to lactose than HMO in *B. bifidum*. Genes linked to HMO-utilization were upregulated by neutral HMO and SL, but not by FL in both species. In contrast, FL induced the expression of alternative gene clusters in *B. infantis*. Results also suggest that *B. bifidum* SC555 does not utilize fucose or sialic acid from HMO. Surprisingly, expression of orthologous genes differed between both bifidobacteria even when grown on identical substrates. This study highlights two major strategies found in *Bifidobacterium* species to process HMO, and presents detailed information on the close relationship between HMO and infant-gut bifidobacteria.

Breast milk is a complex fluid, shaped by evolution to meet offspring needs regarding nutrition and immune protection. Human milk consists of a myriad of molecules with varying structure and abundance, present in a very concentrated form^1^. Several of these compounds are considered to be bioactive agents, potentially playing important roles beyond nutrition by promoting immunological protection and stimulating proper development^2^,^3^.

Free human milk oligosaccharides (HMO) are among the most abundant components in human milk^4^, after water and lactose. These are carbohydrates with a degree of polymerization from 3 to 32, composed of five monomers: D-glucose (Glc), D-galactose (Gal), *N-*acetylglucosamine (GlcNAc), L-fucose (Fuc) and *N-*acetylneuraminic acid (Neu5Ac, or sialic acid). The combinatory potential of structural isomers is high, and HMO represent a large catalogue of complex carbohydrates. However, no more than 50 HMO species are normally abundant in an individual mother’s milk^5^. Major HMO secreted in milk include lacto-*N-*tetraose (LNT), lacto-*N*-neotetraose (LNnT) and lacto-*N-*hexaose, which are neutral HMO, in addition to fucosylated molecules such as 2-fucosyllactose (2FL), 3-fucosyllactose (3FL), and lacto-*N-*fucopentaoses I, II and III^5^. Finally, sialyl-lacto-*N-*tetraose, 3′ and 6′sialyllactose (6SL) are examples of acidic HMO^6^.

Interestingly, the energetic value derived from conventional digestion of these molecules is negligible for the nursing infant. Intestinal enzymes are incapable of breaking down the majority of complex linkages found in HMO^7^. While initially puzzling for scientists, several major functions have emerged and attributed to these molecules. For example, HMO can prevent pathogen binding to the intestinal epithelium given their structural similarity with glycoconjugates in the brush border^2^.

In addition, HMO are substrates for beneficial microbes in the developing infant colon^8^. Studies have consistently shown that the composition of the intestinal microbiome among breast-fed and formula-fed infants is different^9^,^10^,^11^. This is consistent with HMO enriching for the populations capable of efficiently utilizing these substrates.

In general, it is understood that species of the *Bifidobacterium* genus dominate the infant gut microbiota in the first year of life^12^,^13^,^14^. Interestingly, there are only a few bifidobacterial species that are consistently isolated from infant feces, including *Bifidobacterium longum* subsp. *longum* (*B. longum*), *Bifidobacterium longum* subsp. *infantis* (*B. infantis*), *Bifidobacterium breve*, and *Bifidobacterium bifidum,* among other lesser taxa^11^,^15^,^16^,^17^.

It has been previously shown that certain infant-associated bifidobacteria can utilize HMO purified from breast milk as the sole carbon source^18^. This first suggested potential co-evolution between bifidobacteria and their mammalian hosts mediated by milk oligosaccharides. This consumption phenotype was observed for some *B. infantis* and *B. bifidum* strains^19^,^20^, and recently it has been shown that also several *B. breve* can target these molecules, including fucosylated HMO^21^.

Comparative genomics and functional studies have been very useful in providing a molecular framework underlying bifidobacterial HMO utilization, particularly for *B. infantis* ATCC 15697^22^ and *B. bifidum* PRL2010^20^. *B. infantis* deploys a HMO utilization strategy involving translocation of intact oligosaccharides using ABC transporters^23^. Once internalized, milk oligosaccharides are degraded by several intracellular glycosyl hydrolases that target linkages inherent to HMO^24^,^25^. Released monosaccharides are fermented in the central fructose-6-phosphate phosphoketolase pathway also referred to as the “bifid shunt”, resulting in the production of ATP and secretion of acetate and lactate as end products. In contrast, the HMO consumption strategy of *B. bifidum* differs dramatically from *B. infantis*^24^. In *B. bifidum*, HMO are initially processed extracellularly, primarily via secreted glycosyl hydrolases that degrade HMO into constituent mono- and disaccharides. *B. bifidum* then imports the resultant products to be catabolized intracellularly through the bifid shunt^26^.

In order to gain a fundamental understanding of how these two different bifidobacteria have adapted to milk oligosaccharide utilization and therefore grow in the infant intestinal environment, it is essential to address the diversity of phenotypes found in infant-gut associated strains and also to dissect the global transcriptional responses of these microorganisms to individual and chemically different oligosaccharides found in breast milk. In this study, we determined the ability of *B. bifidum* and *B. infantis* isolates to utilize pooled HMO and the synthetic HMO LNT, LNnT, 2FL, 3FL and 6SL as well as mucin. In addition, we detailed genome-wide transcriptional responses of *B. bifidum* and *B. infantis* during growth on these HMO substrates as the sole carbon source.

## Results

### Growth of *B. infantis* and *B. bifidum* on pooled and individual HMO

In a previous study, we created a collection of 461 *Bifidobacterium* isolates from 40 breast-fed infant fecal samples^21^. Among these, 297 were identified as *B. longum* (subsp. *infantis* or subsp. *longum*), and 22 as *B. bifidum*^21^. In order to discriminate these isolates at the strain level, Multilocus Sequencing Typing (MLST) analysis^27^ was performed on purified genomic DNA of these isolates as well as 15 other strains obtained from culture collections (Table S1). Isolates from unrelated infants that shared identical MLST profiles were conservatively considered as separate isolates in this study. The MLST analysis identified 5 *B. bifidum* and 14 new *B. infantis* strains (Table S1). Together with the collection strains also analyzed, a consensus phylogenetic tree of the concatenated MLST data was created (Figure S1). Additional information about the MLST analysis is shown in Tables S2–S5.

Previous studies have characterized the HMO utilization phenotype using pooled HMO purified from breast milk. Here we evaluated the ability of *B. infantis* and *B. bifidum* strains to use individual milk oligosaccharides as a carbon source. We examined strains typed in this study, in addition to other *B. infantis* and *B. bifidum* collection strains^28^ (Table S1). In addition to HMO purified from pooled breast milk samples, we used synthetically generated HMO species such as lacto-*N-*tetraose (LNT), lacto-*N*-neotetraose (LNnT), 2-fucosyllactose (2FL), 3-fucosyllactose (3FL), and 6′sialyllactose (6SL). These individual HMO were selected to represent major structural classes such as neutral non-fucosylated HMO (LNT and LNnT), fucosylated HMO (2FL and 3FL), and sialylated HMO (6SL). The structures of these HMO species are depicted in Fig. 1. In addition, all strains were tested for growth on porcine mucin, which is a glycosylated protein accesible to certain gut microbes^29^.

In general, all *B. infantis* strains grew to high OD_600_ values on pooled HMO and every individual HMO tested (Table 1). One exception is the utilization pattern of 6SL, where in a few cases moderate or poor growth was observed. In contrast, mucin was not a utilizable substrate for any *B. infantis* strain, results in agreement with previous observations^30^ for the type strain ATCC 15697 (Table 1).

Interestingly, *B. bifidum* strains exhibited more phenotypic variability while subsisting on HMO (Table 1). Although most strains were capable of utilizing pooled HMO, four of the thirteen strains (JCM 1255, JCM 1209, JCM 7004 and S28a) showed little capacity to grow on pooled HMO, LNT, LNnT or even mucin (Table 1). JCM 1255 is the type strain and it is known to not represent the growth of *B. bifidum* on HMO^31^. Utilization of 2FL, 3FL and 6SL was also strain-dependent, with several strains unable to use 6SL as the sole carbon source (Table 1).

We performed a principal component analysis (PCA) with the maximum OD_600_ values of each strain growing on every substrate used in the study (Fig. 2). The descriptors HMO, LNT, LNnT, LAC, 2FL, 3FL and 6SL were mainly explained by the first axis of PCA analysis (Principal component 1) and are clearly associated with most of the bifidobacteria strains studied. The clustering of these variables indicates that *B. infantis* and *B. bifidum* strains grew on HMO similarly to LNT and LNnT. In addition, maximum OD_600_ values on 2FL, 3FL and 6SL were more similar to each other (Fig. 2A). The second axis of PCA (Principal component 2) was defined by mucin growth and was positively correlated with most of *B. bifidum* strains. In addition, *B. infantis* strains clustered more tightly together compared to *B. bifidum* strains, which spread in the plot and displayed more variable growth on HMO included in the analysis (Fig. 2B). Collectively, these results show that the HMO growth phenotype is mostly conserved among *B. infantis* isolates, and that *B. bifidum* displays a larger diversity of phenotypes in HMO consumption.

### Genome sequencing of *B. bifidum* SC555

In order to analyze the global transcriptome of representative strains of *B. infantis* and *B. bifidum* in response to major milk oligosaccharides, we first obtained the genome sequences of representative species. *B. infantis* ATCC 15697 was chosen due to the availability of a completely sequenced genome^22^ and the conservation of genetic and phenotype observed among *B. infantis* strains here and previous studies^28^. We sequenced the genome of *B. bifidum* SC555, a strain isolated from breast-fed infant feces, as it exhibited the best growth on HMO fractions tested in this study. Genome sequencing of SC555 generated over 40 million reads generated on a Illumina HiSeq sequencer. Reads were assembled using the genome of *B. bifidum* PRL2010 as reference^20^, annotated and deposited in the Integrated Microbial Genome Expert Review annotation platform (https://img.jgi.doe.gov, GOLD Project ID: Gi17163).

The draft genome of *B. bifidum* SC555 assembled to 22 contigs with an average length of 101,703 bp (Table S6). The SC555 genome totals 2.24 Mbp, with a G + C content of 62.65%. These values are similar to those observed for other available *B. bifidum* genomes (Table S6). Analysis of orthologous genes shared in strain SC555 and *B. bifidum* PRL2010 indicates a high degree of similarity (Figure S2). In addition, unique genes on each genome are mostly hypothetical without a predicted function, associated with prophages, or restriction-modification systems (data not shown). Finally, *B. bifidum* SC555, PRL2010 and JCM1255 have an identical number of transporters and glycosyl hydrolases previously characterized in the context of HMO utilization^20^,^26^ (Table S7).

### The transcriptomes of *B. infantis* and *B. bifidum* in response to HMO

To profile the global transcriptional response of *B. bifidum* and *B. infantis* to major milk oligosaccharides, two sets of experiments were carried out. First, strains *B. infantis* ATCC 15697 and *B. bifidum* SC555 were grown on HMO purified from pooled breast milk^18^. Samples were extracted from duplicate cultures at early, mid and late exponential phase of growth (referred to as HMOearly, HMOmid and HMOlate). Second, these two strains were cultured on single purified milk oligosaccharides as the sole carbon source: LNT, LNnT, 2FL, 3FL, and 6SL. Sampling was performed at the mid-exponential phase. The two bifidobacterial strains were also grown on lactose as a reference sugar, and *B. bifidum* SC555 was also grown on porcine mucin for comparative purposes.

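RNA-seq counts were taken from 18 libraries of the *B. infantis* strain, the type strain of an infant gut subspecies, grown with 2% of a single carbohydrate source. Cultures A and B were collected for each of 9 conditions: lactose, pooled HMO at 3 points of exponential growth, LNT, LNnT, 2FL, 3FL and 6SL. In counts of substrates against lactose and in means over 9 substrates, each time point on pooled HMO counts separately. The paper places the pooled HMO samples at an OD600 of about 0.25 for HMOearly, 0.5 to 0.7 for HMOmid and 0.9 to 1.1 for HMOlate, and the other samples at 0.5 to 0.6; the submitters' notes name a different number of HMO sampling points over the same range. LNT and LNnT are isomers, and so are 2FL and 3FL, so each pair could be compared at the same concentration and growth phase. The authors trimmed the reads, aligned them to the coding regions of the genome in CLC Genomics Workbench, allowing 2 mismatches, and counted reads per locus tag, from which the software also gave RPKM values. The version of that software is not given in the sources used here, and the paper gives a read length of 50 nt for the run and of 100 nt for the trimming. A read could match up to 10 other places, so near-identical loci may share counts. Blon_2343 and Blon_2346 of the HMO cluster I differed by at most 0.04 in any log2 fold change against lactose, and Blon_2342 and Blon_2345 by at most 0.03. Sequences were not compared here, and the values of such loci are uncertain one by one. The libraries were made without marking the strand, so reads from overlapping genes on opposite strands cannot be told apart. Of 2577 locus tags, the 1889 with a mean count of at least 200 were tested, which is the minimum stated in the paper. Raw counts were scaled by TMM and tested with edgeR's quasi-likelihood F test, with all conditions in one fit, and loci with a Benjamini-Hochberg adjusted p under 0.05 were called higher or lower. The A and B columns of LNT, and those of 2FL, differed by less than the sampling noise and were counted as 1 sample each, so these conditions have n = 1 with no SD, and their spread in the test is borrowed from the other conditions. RPKM values are given as mean ± SD of the cultures; gene lengths and the RPKM of each library were worked out from the counts and the RPKM means deposited by the authors.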

RNA extracted from the above-mentioned samples were depleted of ribosomal RNA and used to quantify absolute transcript concentrations using RNA sequencing (RNA-seq). It has been recently estimated that 5–10 million reads is an adequate number to interrogate the bacterial transcriptome with high resolution^32^,^33^. RNA-seq experiments generated over 365 million reads in total, with each sample averaging 10.4 million reads for *B. infantis* samples, and 8.8 million reads for *B. bifidum*. 

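For *B. infantis*, the counts assigned to locus tags summed to between 5237849 (6SL, replicate A) and 9421352 (HMOmid, replicate B) per library, with a median of 6602413.5 and a mean of 7171376 over the 18 libraries. The lactose libraries held 6593523 and 5915002 counts. On pooled HMO the totals were 6008022 and 6394589 at HMOearly, 8563335 and 9421352 at HMOmid, and 7409454 and 6526725 at HMOlate. LNT gave 6363192 and 8226643 counts and its isomer LNnT gave 7889369 and 8613627. With the fucosylated sugars the totals were 8320115 and 5625018 on 2FL, and 6065228 and 9300426 on 3FL. The 6SL libraries held 5237849 and 6611304. The paper's average is a number of reads per library, whereas all values here rest on the counts assigned to locus tags. The edgeR test was tried on simulated counts with the depth of these libraries. The simulation changed 200 loci and gave each locus the same spread in all conditions, so its rates hold for that setting only. The test recovered 99 of 100 loci changed 2-fold between HMOearly and lactose. For 2FL, counted as 1 library against the lactose pair, it recovered 83 of 100 such loci among the 1889 simulated.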

Over 70% of these reads aligned to coding genes; 15% aligned to intergenic regions (Table S8). Ribosomal RNA depletion led to total average representation of 16S and 23S rRNA transcripts of less than 1%. General features and statistics from the RNA-Seq experiments are summarized in Table S8.

We first compared the whole transcriptomes of both species on every glycan substrate and growth phase (Fig. 3A,B) using hierarchical clustering. 

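In *B. infantis*, each of the 18 libraries had its own replicate as its nearest neighbour, by Euclidean distance between variance-stabilized counts of the 1889 loci. The replicates lay 4.68 apart on HMOearly, 8.12 on 3FL, 8.44 on lactose, 9.20 on LNnT, 9.87 on HMOlate, 13.1 on HMOmid and 17.8 on 6SL. The nearest libraries of different conditions were those of HMOmid and HMOlate, at a distance of 15.8. All other conditions were at least 27.1 from the nearest library of another condition. The LNT pair was 1.41 apart and the 2FL pair 2.01. Over the tested loci, their replicate counts gave a chi-square of 0.175 (LNT) and 0.355 (2FL) per degree of freedom, below the lowest values of 0.915 and 0.921 in 100 simulated pairs of independent draws from the same counts. In the other 7 conditions this ratio ranged from 2.17 (HMOearly) to 167 (6SL). The closeness of the LNT and 2FL replicates is therefore not a measure of the spread between cultures.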

In all RNA-seq experiments conducted on both bifidobacterial species, biological replicates were more similar to each other than to other samples as expected. For *B. infantis*, whole transcriptomes in response to 2FL, 3FL, and 6SL formed one primary cluster that was distinct from lactose (Fig. 3A). In contrast, we found that global transcriptomes of growth on LNT and LNnT were much more similar to HMO (Fig. 3A). In addition, temporal responses to growth on HMO were also similar among each other, indicating that the initial response mounted to HMO is rather stable during exponential growth on HMO.

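Cells grown on 2FL, 3FL and 6SL, which are all lactose with 1 added fucose or sialic acid residue, had transcriptomes closer to each other than to that of cells grown on lactose. The mean distance of 2FL to 3FL and 6SL was 34.0, against 47.3 to lactose. For 3FL these distances were 33.4 and 40.0, and for 6SL 35.0 and 44.0. These differences were 13.3, 6.64 and 9.08. As a rough yardstick, a difference between single-library distances had a spread of 2.04 over the 7 conditions other than LNT and 2FL (1.65 with these included). The yardstick is not an error of the means compared here. It rests on distances that share libraries, and it pools pairs of conditions with unlike SDs, for 3FL from 0.0984 with HMOearly to 3.92 with 6SL. When the tree was divided in 2 groups, 2FL, 3FL and 6SL formed one group under complete, average and single linkage, and lactose, pooled HMO, LNT and LNnT formed the other. Relative to lactose, 489 loci were higher and 512 lower on 2FL, 579 higher and 592 lower on 3FL, and 645 higher and 663 lower on 6SL (edgeR, adjusted p under 0.05). The isomers 2FL and 3FL differed directly at 485 loci that were higher and 463 that were lower on 2FL. With library totals in place of TMM the higher loci on 3FL numbered 370, the share of higher loci among the calls went from 49.4% to 30.8% on 3FL, from 49.3% to 38.9% on 6SL and from 51.2% to 66.0% between 2FL and 3FL.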

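The transcriptomes on LNT and LNnT, tetrasaccharides that differ only in the linkage of the terminal galactose, lay nearer to HMOmid and HMOlate than to lactose, but not nearer to HMOearly. LNT was at a mean distance of 30.8 from the pooled HMO libraries and 32.3 from lactose, a difference of −1.45. In size this was below the rough yardstick of 2.04. It was −2.49 without HMOearly replicate A or B, −0.930 without HMOmid replicate B and −0.707 without HMOlate replicate A. Leaving out a library also lowers the weight of its time point in the mean, so these values do not test the role of single libraries. LNT was closer to HMOlate (27.9) and HMOmid (28.6) than to HMOearly (35.9). For LNnT the distances were 33.6 to pooled HMO and 36.3 to lactose, a difference of −2.65, above the yardstick in size. LNnT was 31.2 from HMOmid, 32.2 from HMOlate and 37.5 from HMOearly. In the complete-linkage tree, division in 3 groups placed LNT and LNnT with HMOmid and HMOlate, while HMOearly went with lactose; under average and single linkage, division in 3 groups left lactose, pooled HMO, LNT and LNnT together. Relative to lactose, 471 loci were higher and 377 lower on LNT, and 492 higher and 505 lower on LNnT in edgeR's test. Between the isomers, 300 loci were higher and 288 lower on LNT than on LNnT. Fewer loci were higher without LNnT replicate B, and fewer were lower with limma on log2(RPKM + 1). With the LNT and 2FL columns all counted as separate libraries, as the design had fixed, 507 were higher and 449 lower. Counting each of these pairs as 1 sample was decided after the counts were seen. Scaling by library totals gave 453 higher on LNT than on LNnT and 318 higher on LNnT than on lactose, with 70.1% in place of 51.0% and 31.7% in place of 49.3% of the calls higher.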

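Across growth on pooled HMO, the transcriptome at HMOearly stood apart from those at HMOmid and HMOlate. HMOmid and HMOlate were at a mean distance of 17.5, whereas HMOearly was 31.8 from HMOmid, 39.5 from HMOlate and 31.2 from lactose. Taken over all 3 time points, the mean distance was 29.6 among them and 31.9 to lactose. The difference of −2.31 was above the rough yardstick of 2.04 in size. It fell below that without lactose replicate A (−2.03) or HMOlate replicate A (−1.49), which also changes the weights of the time points. With Spearman distance the difference turned to 0.00205. By edgeR, 578 loci were higher and 504 lower on HMOmid than on HMOearly, and 612 higher and 618 lower on HMOlate than on HMOearly. Between HMOlate and HMOmid 174 loci were higher and 198 lower. Those counts were the least stable: they were 69 and 66 without HMOlate replicate B, 112 and 124 without HMOlate replicate A, 112 and 112 without HMOmid replicate A, 83 and 85 in a fit of the HMOmid and HMOlate libraries alone, and the higher loci numbered 105 with library totals (27.8% of the calls, against 46.8%) and 94 with limma on log2(RPKM + 1). From the clustering, the paper reasons that the first response to HMO is rather stable during exponential growth.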

Unlike *B. infantis*, the global transcriptional responses of *B. bifidum* to 2FL, 3FL, and 6SL were very similar to lactose (Fig. 3B), forming a separate branch in the analysis. Transcriptomes of *B. bifidum* SC555 during growth on HMO at different time points were also closely similar to profiles on LNT, LNnT and also mucin. In summary, for both species global transcriptomes of growth of LNT and LNnT resembled more that of pooled HMO at any point during exponential growth, with smaller HMO eliciting similar transcriptomes to lactose.

### Genes highly expressed in both *B. infantis* and *B. bifidum*

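The *B. infantis* loci of Table 2 had high mean RPKM, but few of them ranked among the highest on every substrate. RNase P is not analysed here; among the locus tags of the files, the highest mean RPKM over the 9 substrates was that of Blon_1922, translation elongation factor Tu, at 11971 ± 2505 (SD, n = 9 substrates). Preprotein translocase subunit SecG (Blon_1089) had a mean of 4310 ± 978 and the alpha subunit of RNA polymerase (Blon_2211) one of 3882 ± 972, and the phosphoglycerate mutase Blon_2152 reached 4479 ± 1208. Of the 17 *B. infantis* loci that the paper lists in Table 2, 14 were among the 50 loci with the highest mean RPKM, and their ranks ran from 1 to 87. Only 8 loci were among the 50 highest on each of the 9 substrates, 2 of them from Table 2. By edgeR, Blon_1089 differed from lactose on 0 of 8 substrates, as it did at an unadjusted p under 0.05 and by DESeq2 and limma, and Blon_2211 differed on 1. The study chose these loci on the same samples, so their high level here is not independent evidence.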

Certain genes were highly expressed regardless of the growth conditions in both *B. bifidum* and *B. infantis* (Tables 2 and 3). These are housekeeping genes and provide insights into bifidobacterial physiology. These genes include ribosomal proteins and elongation factors used in protein synthesis. 

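Among the protein synthesis loci of Table 2, translation elongation factor Tu (Blon_1922), which brings aminoacyl-tRNA to the ribosome, varied little. It was higher than on lactose on LNnT (log2 fold change 0.76, adjusted p = 0.0097 from edgeR) and on 3FL (0.61, adjusted p = 0.023), and did not pass the test on the other 6 substrates; DESeq2 and limma each called it on 4 substrates. Translation initiation factor IF-1 (Blon_2215) had a mean RPKM of 4041 ± 1713 (SD, n = 9 substrates) and a 4.11-fold range between substrates. It differed from lactose on 4 of 8 substrates, among them 6SL, where it was lower by a log2 fold change of −1.65, and 2FL, with −1.23.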

Interestingly, the most transcribed locus across all samples was RNase P, which is a catalytic RNA that participates in post-transcriptional modification of tRNA molecules^34^. The gene is encoded by BBIF_01522 in *B. bifidum* and what was previously annotated to be an intergenic region in *B. infantis*^22^ (coordinates 1,013,344–1014356). Several genes encoding subunits of the F_1_F_0_ ATP synthase were also highly expressed (Tables 2 and 3). 

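The F1 subunits of the ATP synthase, which couples proton flow to ATP, were among the steadiest of these loci. The gamma subunit Blon_0308 had a mean RPKM of 4800 ± 1373 (SD, n = 9 substrates), the beta subunit Blon_0309 had 4369 ± 1031 and the alpha subunit Blon_0307 had 4036 ± 975. Their highest and lowest substrates differed 2.45-fold, 2.08-fold and 2.06-fold. Blon_0308 was higher than on lactose on 3FL (log2 fold change 0.98, adjusted p = 0.0039 from edgeR) and on HMOlate (0.63, adjusted p = 0.042), and by the same test Blon_0309 and Blon_0307 differed from lactose on 0 of 8 substrates. At an unadjusted p under 0.05 each of them differed on 1; DESeq2 called Blon_0309 on 2 and Blon_0307 on 1, and limma called each on 2.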

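The chaperonins were highly expressed but changed between conditions. Cpn10 (Blon_2257), the cochaperonin of GroEL in protein folding, ranged 7.12-fold. Its extremes were both time points on pooled HMO, with an RPKM of 2519 on HMOearly and 17923 on HMOlate. Its mean was 10261 ± 5063 (SD, n = 9 conditions). Its log2 fold change against lactose was 1.93 on HMOlate (standard error 0.23, adjusted p = 3.9e-05 from edgeR) and −0.89 on HMOearly (adjusted p = 0.0088 from edgeR). GroEL (Blon_0694) had a mean RPKM of 9911 ± 5948 and was higher on 3FL (2.17) and HMOlate (1.98) than on lactose. The bacterial histone-like protein Blon_0679 had 7198 ± 2063 and differed from lactose on 6SL alone by edgeR (0.89, adjusted p = 0.017), whereas DESeq2 called it on 3 substrates and limma on 0, and at an unadjusted p under 0.05 edgeR gave 2. Fructose-6-phosphate phosphoketolase (Blon_1722), the enzyme that defines the bifid shunt, had a mean RPKM of 6147 ± 2759. It was lower on LNT (−1.30) and higher on 3FL (1.19) than on lactose, a 4.72-fold range from 2325 to 10962. Glyceraldehyde-3-phosphate dehydrogenase (Blon_0900), at 5758 ± 2720, was likewise lower on LNT (−1.23) and was highest on 6SL (1.14, standard error 0.17, adjusted p = 0.00012 from edgeR).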

Other genes, such as a bacterial histone-like protein (Blon_0679 and BBIF_00999), chaperonines, and key enzymes of the bifid shunt such as fructose-6-phosphate phosphoketolase (Blon_1722 and BBIF_00286) and glyceraldehyde-3-phosphate dehydrogenase (Blon_0900 and BBIF_01046) were highly expressed as well.

### Comparative transcriptomics of *B. infantis* in response to different milk oligosaccharides

Comparative genomics and functional studies have previously provided a framework of HMO utilization in *B. infantis* and *B. bifidum*^8^,^20^,^22^,^26^,^35^, which includes ABC transporters and uniporters, glycosyl hydrolases and feeder pathways. Lists including these genes and their annotations are presented in Tables S9 and S10. In addition to confirming expression of genes of interest during growth on HMO, RNA-seq was used to characterize change in expression in response to specific HMO structures and how these responses evolve during exponential growth.

A first subset of genes displayed consistent expression values across all conditions tested (Fig. 4). These genes encode important functions such as an ATPase associated to ABC transporters (Blon_2475), galactose metabolism genes and a β-galactosidase with lactase activity^36^, Blon_2334 (Fig. 4 and Table S9).

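The ATPase Blon_2475 was well expressed on every substrate and was higher than on lactose on all 8 of them. Its RPKM was 847 ± 47.4 (SD, n = 2) on lactose, 1895 on LNT, 1766 ± 157 on 3FL, 3919 ± 43.5 on HMOearly and 6616 on 2FL. The log2 fold change against lactose ranged from 1.18 on LNT to 3.05 on 2FL (standard error 0.19, adjusted p = 2.2e-07 from edgeR). The β-galactosidase Blon_2334, which hydrolyses lactose, had an RPKM of 1132 ± 40.3 on lactose, 977 on LNT and 3746 on 2FL. It was higher than on lactose on 4 substrates, 2FL (1.81, adjusted p = 0.00018 from edgeR), 3FL (1.30), 6SL (1.04) and HMOearly (0.72), and on 3 when either of the lactose replicates was left out and in fits of each substrate with lactose alone. Its log2 fold changes on LNT, LNnT, HMOmid and HMOlate lay between −0.19 and 0.43 and did not pass the test.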

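All 12 loci of the HMO cluster I, Blon_2335 to Blon_2346, which hold genes for the import and hydrolysis of HMO, were higher on pooled HMO than on lactose at each of the 3 time points. Their median RPKM was 361 on lactose, 2805 on HMOearly, 2589 on HMOmid and 2641 on HMOlate. On HMOearly their median log2 fold change was 2.99, from 1.45 for Blon_2338 (standard error 0.15, adjusted p = 2.4e-05 from edgeR) to 4.18 for Blon_2344. Blon_2344 went from an RPKM of 314 ± 9.05 (SD, n = 2) on lactose to 5121 ± 22.2 on HMOearly. All 12 were also called at each time point when adjusted over the list alone. The paper takes the cluster from earlier genome work but reports its rise on the same samples, so the count is not independent evidence. Over all loci, 400 were higher and 455 lower on HMOearly than on lactose, 375 and 333 on HMOmid, and 495 and 533 on HMOlate. Without HMOearly replicate B the HMOearly counts were 258 and 264, without replicate A 292 were lower, and without lactose replicate A 220 were higher on HMOmid. With library totals, 246 loci were higher on HMOearly (29.4% of the calls, against 46.8%), 248 with limma on log2(RPKM + 1), and on HMOlate the share of higher loci went from 48.2% to 35.9%.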

Among genes associated with HMO consumption in *B. infantis* (Table S9), RNA-seq confirmed that several of them are significantly upregulated during growth on HMO (Fig. 4). This induction was steady across exponential growth time points (Fig. 4). These genes are located mostly in the HMO cluster I^22^ (Blon_2335 to Blon_2346), and Blon_0881 and Blon_0882, encoding enzymes responsible for GlcNAc derivation to the bifid shunt. These results suggest that the HMO cluster I acts as an HMO-inducible unit, and that it is co-regulated in a similar fashion with this GlcNAc utilization pathway.

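Between time points on pooled HMO the HMO cluster I changed little beside its rise from lactose. From HMOmid to HMOlate 0 of the 12 loci passed edgeR's test, also when adjusted over the list alone; 1 had an unadjusted p under 0.05, DESeq2 called 1 and limma 0. Their log2 fold changes ran from −0.01 to 0.37 with a median of 0.13. From HMOearly to HMOmid 3 loci fell and none rose, also when adjusted over the list alone, with a median of −0.19; with library totals as the scaling, 4 fell and 2 rose. From HMOearly to HMOlate only Blon_2335 differed, higher by 0.44 on the log2 scale; 0 differed when adjusted over the list alone, 2 had an unadjusted p under 0.05, DESeq2 called 2 and limma 3, and with library totals 1 was higher and 2 were lower. Blon_2344 had RPKM values of 4017 ± 409 (SD, n = 2) on HMOmid and 4083 ± 332 on HMOlate. Blon_0882, of the GlcNAc pathway, did rise with growth on HMO, from 4939 ± 4.76 (SD, n = 2) on HMOearly to 9092 ± 844 on HMOmid and 10954 ± 382 on HMOlate, a log2 fold change of 1.15 between HMOlate and HMOearly (adjusted p = 0.0001 from edgeR).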

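Blon_0881 and Blon_0882, whose products lead GlcNAc into the bifid shunt, rose together with the HMO cluster I. Blon_0881 had an RPKM of 517 ± 4.82 (SD, n = 2) on lactose, 7284 ± 83.8 on HMOearly, 7445 ± 311 on HMOmid and 7165 ± 466 on HMOlate. Its log2 fold change against lactose was 3.96 on HMOearly (standard error 0.19, adjusted p = 3.1e-08 from edgeR), 3.88 on HMOmid and 3.94 on HMOlate. Blon_0882 rose from 372 ± 35.2 on lactose, by 3.88 on HMOearly (standard error 0.19, adjusted p = 3.4e-08 from edgeR), 4.64 on HMOmid and 5.02 on HMOlate. Within the cluster, Blon_2343 rose by 4.01 on HMOearly (standard error 0.17, adjusted p = 7.2e-09 from edgeR). Blon_2346, with which it may share reads, rose by 4.03. Just outside the cluster, Blon_2347 rose by 5.14 on HMOearly (standard error 0.18, adjusted p = 2.2e-09 from edgeR).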

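The HMO cluster I and the GlcNAc pathway were raised on pooled HMO, LNT, LNnT and 6SL, and both had their smallest medians on 2FL. The median log2 fold change of Blon_0881 and Blon_0882 against lactose was 3.92 on HMOearly, 4.26 on HMOmid, 4.48 on HMOlate, 4.62 on LNT, 4.60 on LNnT and 5.11 on 6SL, and 0.86 on 2FL and 1.91 on 3FL. Both loci were higher than on lactose on each of the 8 substrates, also when adjusted over the list alone. From the shared induction of these loci on HMO, the paper proposes that the cluster acts as an HMO-inducible unit that is co-regulated with the GlcNAc utilization pathway.

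**Figure D1:**
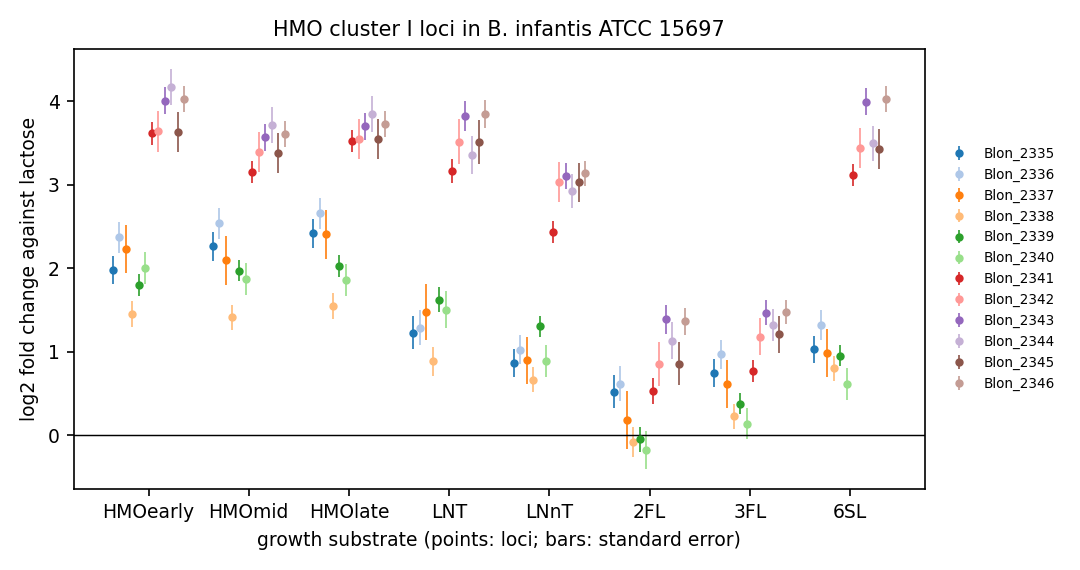
Log2 fold change against lactose (y axis) of the 12 loci of the HMO cluster I on 8 substrates (x axis). Each point is a locus and each bar its standard error from edgeR. Medians of the 12 cluster loci are 2.99, 2.85 and 3.09 at HMOearly, HMOmid and HMOlate, and 0.57 on 2FL and 0.87 on 3FL, where 8 and 9 of the 12 passed the test (8 on 3FL with library totals).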

It is interesting to note that these HMO-utilization genes are also induced several fold when *B. infantis* grows on LNT, LNnT and 6SL (Fig. 4). 

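On LNT, LNnT and 6SL, all 12 loci of the HMO cluster I were higher than on lactose, also when adjusted over the list alone. The study reports this rise on the same samples, so the count is not independent evidence. On LNnT 11 passed when LNnT replicate B or either of the lactose replicates was left out, and on 6SL 10 passed without lactose replicate A, without 6SL replicate B and in a fit of 6SL and lactose alone, and 11 without lactose replicate B. Their median log2 fold change was 2.39 on LNT, 1.87 on LNnT and 2.22 on 6SL, and their median RPKM 2657, 1558 and 1430. The highest was Blon_2346, which may share reads with Blon_2343. It rose by 3.85 on LNT (standard error 0.17) and by 4.03 on 6SL (standard error 0.16, adjusted p = 4.7e-09 from edgeR). These standard errors rest on a spread common to all conditions, so they do not reflect how far the 6SL replicates lay apart. The GlcNAc pathway loci rose by more: Blon_0881 by 4.34 on both LNT and LNnT and 4.45 on 6SL, and Blon_0882 by 4.90, 4.85 and 5.77. Blon_0882 reached an RPKM of 18291 ± 4286 (SD, n = 2) on 6SL. Compared directly at the same concentration and growth phase, the isomers LNT and LNnT differed at 3 of the 12 cluster loci, all higher on LNT, and at the same number when adjusted over the list alone, with a median difference of 0.49; with library totals as the scaling 10 of 12 were higher on LNT. Blon_2343 differed by 0.72 (95% interval 0.34 to 1.10, adjusted p = 0.0096 from edgeR), whereas Blon_2344 did not pass the test at 0.43 (95% interval −0.07 to 0.93). No difference between the isomers passed the test for Blon_0881 (−0.01, 95% interval −0.46 to 0.44) or Blon_0882 (0.05, 95% interval −0.40 to 0.50).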

While this is expected for LNT, which is the most abundant HMO^5^, and for LNnT which is an isomer of LNT, 6SL eliciting a similar response to HMO was not predicted. LNT and LNnT are GlcNAc containing neutral HMO, while 6SL contains a negatively charged sialic acid residue.

In contrast, the expression of these genes is different when *B. infantis* consumes 2FL or 3FL (Fig. 4). 

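On 2FL and 3FL the HMO cluster I rose far less than on HMO. On 2FL 8 of its 12 loci and on 3FL 9 of 12 were higher than on lactose and none was lower, the same numbers when adjusted over the list alone. The median log2 fold changes were 0.57 and 0.87. The largest on 2FL was that of Blon_2343, 1.39 (standard error 0.17, adjusted p = 5.1e-05 from edgeR), and the smallest that of Blon_2340, −0.18 (standard error 0.23, adjusted p = 0.54 from edgeR). Without lactose replicate A, 4 loci passed on 2FL and 8 on 3FL, and 8 passed on 3FL without 3FL replicate A, with library totals as the scaling or with limma. Between the isomers, Blon_2339 alone passed edgeR's and DESeq2's test, with a log2 fold change of −0.43 between 2FL and 3FL; 0 passed when adjusted over the list alone, with library totals or with limma. The GlcNAc pathway was higher on 3FL than on 2FL: Blon_0881 differed by −0.92 between 2FL and 3FL (adjusted p = 0.0045 from edgeR) and Blon_0882 by −1.18 (adjusted p = 0.0011 from edgeR).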

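The 12 loci of the HMO cluster I had a median RPKM of 599 on 2FL and 583 on 3FL, between the level on lactose and the levels on HMO. Blon_2344 stood at 649 on 2FL and 648 ± 11.9 (SD, n = 2) on 3FL. Blon_2339 had 870 on 2FL and 1031 ± 69.9 on 3FL, but already 956 on lactose, so on 2FL it did not lie above its lactose level. Blon_0881, of the GlcNAc pathway, had 758 on 2FL and 1264 ± 53.2 on 3FL.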

When growing on these sugars as the sole carbon source, the expression of the HMO cluster displayed only basal RPKM values, and other gene clusters appear to be used instead. 

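On 2FL the loci Blon_0341 to Blon_0344, Blon_2202 to Blon_2204 and Blon_2305 to Blon_2309, which encode ABC transporters for fucosyllactose and enzymes of fucose metabolism, were strongly raised. All 12 were higher on 2FL and on 3FL than on lactose, also when adjusted over the list alone, a list the study chose on these samples. Their median RPKM was 20.5 on lactose, 2141 on 2FL and 576 on 3FL, and their median log2 fold changes were 6.58 and 4.92. Blon_2305 went from an RPKM of 28.3 ± 1.16 (SD, n = 2) on lactose to 11776 on 2FL and 1882 ± 295 on 3FL (log2 fold change 8.79 on 2FL, standard error 0.17, adjusted p = 6.6e-12 from edgeR). The median rise was smaller on the other substrates. On LNnT, however, Blon_0344 had a log2 fold change of 7.77, against 6.37 on 2FL and 4.70 on 3FL, and Blon_2306 one of 3.57, against 6.22 and 3.22; these differences between substrates were not tested. On pooled HMO 12 of 12 loci were higher than on lactose at HMOearly (median log2 fold change 3.35) and HMOmid (2.89), and 10 of 12 at HMOlate (2.18). On LNnT 11 of 12 were higher (2.09) and on 6SL 12 of 12 (2.07), and on LNT 10 were higher (1.46) and Blon_2307 was lower (−0.57, adjusted p = 0.048 from edgeR). The counts were the same when adjusted over the list alone. On 6SL 11 passed with library totals, with limma and without lactose replicate B, and 10 without 6SL replicate B; on HMOearly 11 passed without lactose replicate B or HMOearly replicate A, and on LNT 9 when either of the lactose replicates was left out. In RPKM the medians on these substrates were lower than on either fucosyllactose: 179.7 on HMOearly, 141 on HMOmid, 82.6 on HMOlate, 79.9 on LNnT, 77.1 on 6SL and 53.1 on LNT.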

Genes Blon_0341 to Blon_0344, Blon_2202 to Blon_2204 and Blon_2305 to Blon_2309, were induced by 2FL, 3FL but no other substrates. These genes encode functions related to FL import through ABC transporters^23^, and putative enzymes participating in fucose metabolism^37^ (Table S9). Thus, the transcriptional results suggest that fucosyllactose is imported and catabolized using proteins encoded by these alternative genes.

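The isomers 2FL and 3FL, which carry fucose on the galactose and on the glucose of lactose, differed in how strongly they raised these loci. All 12 were higher on 2FL than on 3FL, also when adjusted over the list alone, by a median of 1.77 on the log2 scale. The difference was smallest for Blon_2203 (1.37) and largest for Blon_2307 (3.99, 95% interval 3.63 to 4.35, adjusted p = 8.9e-08 from edgeR). Blon_2307 had an RPKM of 4381 on 2FL and 243 ± 3.10 (SD, n = 2) on 3FL, against 23.2 ± 0.774 on lactose. Blon_2203 and Blon_0342 have equal lengths of 978 nt and differed by at most 0.18 in any log2 fold change, and Blon_2204 and Blon_0341 (912 nt) by at most 0.06, so that reads may be shared within these pairs.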

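The levels of the fucosyllactose loci on the 8 substrates are set side by side in the plot of their log2 fold changes. From their induction on 2FL and 3FL and their predicted functions, the paper proposes that fucosyllactose is imported and catabolized by the proteins these loci encode.

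**Figure D2:**
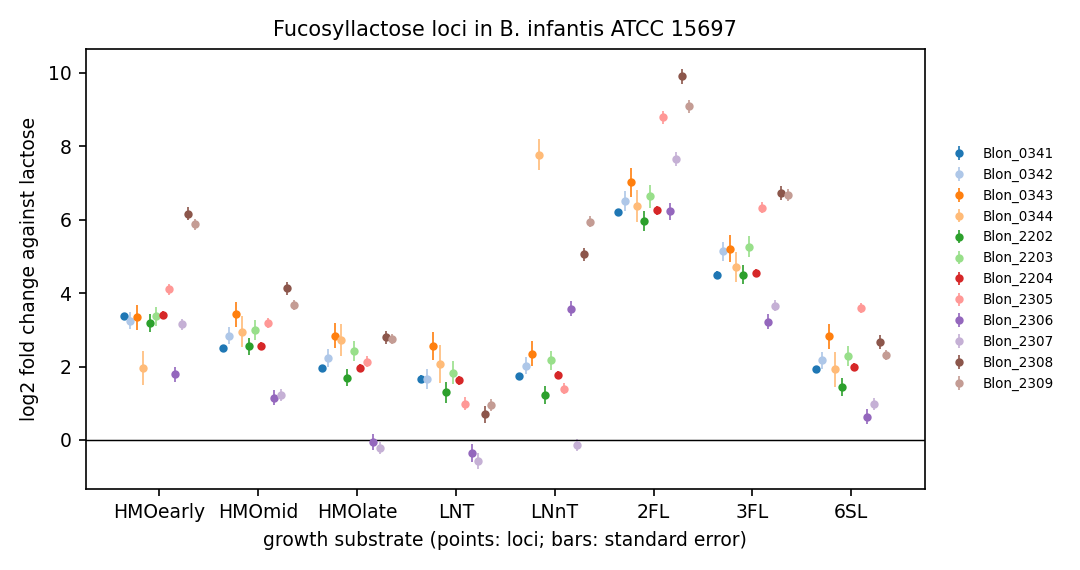
Log2 fold change against lactose (y axis) of Blon_0341 to Blon_0344, Blon_2202 to Blon_2204 and Blon_2305 to Blon_2309 on 8 substrates (x axis); each point is a locus and each bar its standard error from edgeR. The median of the 12 loci is 6.58 on 2FL, 4.92 on 3FL and 3.35 on HMOearly, and 1.46 on LNT.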

### Differential transcription of key functions of the HMO utilization in *B. bifidum*

A model has been proposed regarding how *B. bifidum* obtains energetic value from HMO and mucin glycoconjugates^20^,^32^. Important determinants are extracellular glycosyl hydrolases, that generate mono and disaccharides that are captured by membrane porters and one ABC transporter, specific for HMO-derived lacto-*N-*biose (LNB) and mucin-derived galacto-*N-*biose (GNB). This gene set is shown in Table S10.

Some of these genes displayed high expression at all time points during growth on HMO, regardless of the substrates used (Fig. 5). These include important determinants in *B. bifidum* HMO and mucin consumption, such as lacto-*N-*biosidase (BBIF_00533), lacto-*N-*biose phosphorylase (BBIF_01217), and an endo-α-*N-*acetylgalactosaminidase (BBIF_00503).

Several of these genes were largely induced during growth on HMO compared to lactose. In general, this response was stronger during early growth, with lower values to the end of exponential growth, including the LNB/GNB ABC transporter cassette and the LNB/GNB utilization pathway (Fig. 5, Table S10). Interestingly, these genes were similarly induced during growth on LNT, LNnT and even mucin, likely reflecting the importance of LNB and GNB to *B. bifidum*^38^.

In contrast, the LNB/GNB cluster and pathway were not induced by 2FL or 3FL, probably indicating that *B. bifidum* SC555 is mostly unresponsive to these substrates (Fig. 5). This is in agreement with the observation that two genes encoding α-fucosidases (BBIF_00008 and BBIF_01261), are actually induced by HMO, LNT, LNnT and mucin, but not by 2FL or 3FL (which contain fucose). Collectively, these results suggest that while *B. bifidum* can use larger fucosylated oligosaccharides, it does not show a preference for 2FL or 3FL and it only benefits from the lactose on these oligosaccharides.

### Indirect comparison of *B. infantis* and *B. bifidum* by functional enrichment analysis

In a different set of analyses, whole transcriptional responses for both bifidobacterial species were compared indirectly by annotating all genes by function using Clusters of Orthologous Groups (COG) of proteins functional categories, gene ontology (GO) terms, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways, and Stanford Research Institute (SRI) pathways^54^. We next determined which of these predicted functions were differentially enriched within and between the two species (Tables S11–S15).

The two species displayed different functional enrichments when examining genes up-regulated in the presence of HMO at the initial sampling point. During the HMOearly time point relative to lactose, the *B. infantis* transcriptome is enriched for the GO terms “carbohydrate transport” and “transporter activity” as well as COGs of both components of the ABC-type sugar transport system (Table S11). This enrichment was also observed during growth on individual HMO, including 2FL and 3FL (Table S11). In contrast, the *B. bifidum* transcriptome was not enriched for “carbohydrate transport” until HMOlate samples (Table S13). Instead, genes upregulated by *B. bifidum* at the HMOearly time point were enriched for translation (e.g. ribosome, rRNA binding, translation) as well as “cell adhesion” and “carbohydrate metabolic process” (Table S13). GO terms and COGs related to carbohydrate transport were also enriched in the *B. infantis* response to individual HMO substrates, but not in the *B. bifidum* response to these substrates (Tables S11 and S13). Interestingly, *B. infantis* appears to down-regulate nucleotide biosynthesis, at the mid and late phase of growth on HMO as well as on LNT relative to lactose. These observations support our hypothesis that *B. infantis* has innovated several parallel systems to transport intact milk oligosaccharides. This is in contrast with *B. bifidum* which deploys a far more limited oligosaccharide transport system with a substrate acquisition strategy focused on extracellular mono- and disaccharides generated from HMO.

### Direct comparison of *B. infantis* and *B. bifidum* by orthologs

To directly compare the transcriptional response between the two bifidobacterial species, we identified orthologs for which there is a single copy present in each genome (see Methods). Subsequently, we placed all gene expression values on this common coordinate system. Between the *B. infantis* and *B. bifidum* genomes, 1266 single copy orthologs were identified. Of these, between 772 and 1113 were differentially expressed in the two species in response to the same substrate (Table S15). In response to each substrate, roughly half of the differentially expressed genes are up-regulated in *B. infantis*, relative to *B. bifidum*, and the other half are up-regulated in *B. bifidum*, relative to *B. infantis* (Table S15). Importantly, each species had a distinct response to each substrate, even lactose, when comparing the orthologous genes.

Even in situations where the two species have the same genetic capacity (i.e. both have a single copy ortholog), the expression of that single ortholog in response to the same substrate varied by nearly 150-fold. For example, components of the phosphotransferase system exist in both species but are up-regulated in *B. bifidum* 139- to 148-fold compared to *B. infantis* in response to HMO at the early time point (Table S16). Other orthologs are likewise highly expressed in one species and essentially unexpressed in the other (Tables S16 and S17). The NLPA lipoprotein (Blon_1721) in *B. infantis* is 130-fold higher than its ortholog in bifidum (BBIF_01591). It is most highly expressed in response to lactose; thus, its function is expected to be independent of HMO substrates.

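Blon_1721, a lipoprotein of the NLPA type, had its highest mean RPKM on lactose, 2093 ± 353 (SD, n = 2), followed by HMOearly (1952 ± 44.4), 3FL (1749 ± 222) and 6SL (1739 ± 35.1). It fell during growth on pooled HMO, to 1088 ± 117 on HMOmid and 572 ± 11.6 on HMOlate, and was also lower on LNT (884) and LNnT (939 ± 28.5). Relative to lactose its log2 fold change was −0.90 on HMOmid (adjusted p = 0.00066 from edgeR), −1.72 on HMOlate (standard error 0.15, adjusted p = 3.9e-06 from edgeR), −1.22 on LNT and −0.96 on LNnT. It did not differ detectably from lactose on HMOearly (0.05, standard error 0.15, adjusted p = 0.801 from edgeR), 2FL (−0.41, adjusted p = 0.082), 3FL (0.02, adjusted p = 0.93) or 6SL (−0.10, adjusted p = 0.57). The sign of the value on HMOearly is not determined: it was −0.10 with library totals, −0.090 with limma on log2(RPKM + 1) and −0.084 without lactose replicate B.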

The *B. infantis* short-chain dehydrogenase/reductase (SDRs) Blon_2339 and Blon_2308, together, are expressed 111.9-fold higher than their orthologous gene in *B. bifidum*, BBIF_01220 (Table S17). These genes are probably involved in fucose metabolism^37^, and are up-regulated in response to HMO relative to lactose (p < 2.3e-31). 

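Both dehydrogenases were higher on pooled HMO than on lactose at each time point. Blon_2339, which lies in the HMO cluster I, had an RPKM of 956 ± 53.9 (SD, n = 2) on lactose, 3008 ± 80.4 on HMOearly, 3652 ± 261 on HMOmid and 3524 ± 160 on HMOlate. Its log2 fold change was 1.80 on HMOearly (standard error 0.13, adjusted p = 1.07e-06 from edgeR), 1.97 on HMOmid and 2.03 on HMOlate. Blon_2308 started from an RPKM of 10.8 ± 0.458 on lactose and declined over growth on HMO, with 700.4 ± 29.6 on HMOearly, 184 ± 21.4 on HMOmid and 68.0 ± 15.2 on HMOlate. Its log2 fold changes were 6.17 (standard error 0.18, adjusted p = 5.68e-10 from edgeR), 4.13 and 2.80.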

Blon_2308 is uniquely significantly higher, by over 900-fold, in response to 2FL relative to lactose (p = 0). These data support the idea of fucose being actively metabolized by *B. infantis*, while *B. bifidum* seems to prefer other monosaccharides such as Gal, GlcNAc and Glc, cross-feeding fucose and sialic acid to other species.

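On 2FL, Blon_2308 reached an RPKM of 9724, a log2 fold change of 9.90 against lactose (standard error 0.21, adjusted p = 1.09e-11 from edgeR) or 955-fold. It was higher than on lactose on every other substrate too. The log2 fold change was 6.73 on 3FL (standard error 0.18, adjusted p = 2.0e-10 from edgeR), 5.06 on LNnT, 2.67 on 6SL and 0.70 on LNT (adjusted p = 0.029 from edgeR). In RPKM these levels were 948 ± 120 (SD, n = 2) on 3FL, 314 ± 35.9 on LNnT, 61.5 ± 3.75 on 6SL and 17.4 on LNT. With limma on log2(RPKM + 10) the fold on 2FL was 468. Blon_2339 did not pass the test on 2FL, with a log2 fold change of −0.05 (adjusted p = 0.78 from edgeR).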

A correlation map of the whole transcriptomes, based on single copy orthologs, for both species on all tested substrates is shown in Fig. 6. Perhaps most striking, the *B. bifidum* response to lactose, 2FL, and 3FL is more similar to *B. infantis* HMO-late than it is to its own response to HMO, LNT, LNnT, or mucin (Fig. 6). In other words, the *B. bifidum* response to lactose, 2FL and 3FL correlates poorly with its own response to LNT, LNnT, mucin, or HMO at any point. Relative to lactose, there are only 230 and 138 genes differentially expressed by *B. bifidum* in response to 2FL or 3FL, respectively. In contrast, there are over a 1000 genes differentially expressed by *B. bifidum* in response to the other substrates (Tables S18 and S19). This confirms that *B. bifidum* has a fundamentally different strategy for uptake and utilization of lactose and FL compared to the more complex oligosaccharides.

## Discussion

In this study we compared the physiological and transcriptional responses to HMO of two representatives of important species of infant-gut associated bifidobacteria: *B. infantis* and *B. bifidum*. Importantly, we determined the transcriptional responses to pooled and single isolated HMO molecules, linking in detail biological function with substrate structural diversity.

While almost all *B. infantis* strains were efficient in utilizing a diversity of HMO as the sole carbon source, *B. bifidum* strains were more variable (Table 1). This is interesting since most of the strains studied were from infant origin, and it could be expected that they are all competitive in HMO consumption. While this was the case for *B. infantis*, several *B. bifidum* strains did not show a major preference for HMO, indicating that they may target other carbon sources. Growth analysis in Table 1 showed that medium and poor HMO-utilizing strains still display the ability to grow on LNT or mucin. It is very interesting to note that key HMO genes (lacto-N-biosidase, galactosidases, fucosidases and sialidases; Table S7), are present in the same numbers in high growers (SC555) and poor growers (JCM 1255), indicating that the physiological differences among these strains are due to point mutations or differential regulation of these genes. In addition to the implications to host-microbial interactions, this wide array of responses to HMO has the potential to impact applications such as probiotic design, where strain-level differences in substrate utilization require additional consideration. Another recent study studied a similar number of *B. breve* strains, showing that certain of these isolates were much more competitive in different HMO consumption than previously reported for the type strain^21^.

In this study we used RNA-sequencing for determining the global transcriptome of *B. infantis* and *B. bifidum* during the *in vitro* consumption of specific, structurally different HMO, and during exponential growth. While our group and others have determined certain genes participating in HMO consumption in both species, in this study we were able to screen how individual HMO elicit differential transcriptomes in both bifidobacteria.

An important observation is that *B. infantis* and *B. bifidum* have a markedly different physiological response to FL. Genetic factors (secretor genes) such as the α1,2 fucosyltransferase (FUT2) and α1,3/4 fucosyltransferase (FUT3) genes can significantly alter HMO composition^39^,^40^, especially increasing the abundance of 2FL and α1-2 fucosylated HMO. The impact of milks higher or lower in 2FL on bifidobacterial species is still not clear, although certain studies suggest a correlation between secretor status and the overabundance of certain bifidobacterial species^41^.

In *B. infantis*, we have observed that 2FL or 3FL induces the expression of discrete, alternative operons, distinct from the HMO cluster I. They contain functions related to fucosylated HMO import and fucose utilization, and interestingly are not induced by pooled HMO or single neutral HMO. In contrast, global transcriptomes of LNT and LNnT in both species were highly similar to HMO, and responses to HMO were mostly steady during *in vitro* growth. Noteworthy, several HMO species such as LNT or LNnT enhanced the expression of several HMO consumption genes in a similar manner as pooled HMO. This was evident in the acidic 6SL as well. It is possible that the transcriptomes in response to neutral HMO and 6SL are similar considering that sialic acid and GlcNAc metabolic feeder pathways are convergent in *B. infantis*^31^. Neu5Ac is metabolized to GlcNAc-6-P and later to fructose-6-P in *Escherichia coli* and *Bifidobacterium breve*^42^,^43^, and the respective genes were upregulated during growth on these substrates (Fig. 4, Table S9).

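On 6SL, a set of 7 loci between Blon_0640 and Blon_0651 rose together with the GlcNAc pathway. This range was taken as the sialic acid locus from general knowledge of the genome, since the files do not pair locus tags with names. Of its 11 tested loci, 7 were higher and 1 was lower on 6SL than on lactose, also when adjusted over the list alone, with a median log2 fold change of 2.80. Blon_0644 rose by 3.77 (standard error 0.14, adjusted p = 3.0e-09 from edgeR), from an RPKM of 49.9 ± 1.79 (SD, n = 2) on lactose to 607 ± 29.1 on 6SL. Blon_0643 rose by 3.59, Blon_0650 by 3.06 and Blon_0649 by 1.83. On LNT 5 loci of the range were higher and 0 lower, with a median of 0.44, and on LNnT 7 were higher and 1 was lower (8 higher when adjusted over the list alone), with a median of 0.96. On pooled HMO the higher and lower loci numbered 6 and 0 at HMOearly, 8 and 1 at HMOmid, and 6 and 2 at HMOlate. At an unadjusted p under 0.05 from edgeR, 1 locus was lower at HMOearly and 0 on LNT; in either direction DESeq2 called 6 and 5 of the 11 loci, and limma 4 and 5. With library totals 3 were higher and 1 was lower at HMOearly. The lower call on 6SL was lost with DESeq2 size factors. The fucosylated sugars gave 5 higher and 2 lower on 2FL, and 1 higher and 5 lower on 3FL, where 2 were higher and 4 lower with DESeq2 size factors and 6 were lower with library totals.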

This transcriptional analysis was also useful in providing additional detail on both mechanistic models of HMO consumption deployed by infant-associated bifidobacteria. The similarity of transcriptomes in response to 2FL, 3FL, 6SL and lactose suggests that *B. bifidum* SC555 appears to prefer the utilization of lactose when growing on short HMO, probably releasing fucose and sialic acid to the environment. This in turn might allow cross-feeding to other gut species. This has been recently shown using mucin oligosaccharides and 3SL^43^,^44^, where *B. breve* can feed on sialic acid released from *B. bifidum* activity. This is supported by the absence or lack of activation of fucose and sialic acid metabolic pathways in the genome or transcriptome of *B. bifidum* SC555 (Table S10). In contrast, *B. infantis* seems to activate feeder pathways for fucose and sialic acid (Fig. 4 and Table S9) during most of the conditions tested, reflecting its ability to further process these monosaccharides.

Finally, global transcriptome analysis and ortholog comparison presented another set of fundamental differences between each species’ physiology. While we expected to observe an induction of carbohydrate transport and metabolism genes in *B. infantis*, this upregulation was just modest in *B. bifidum* SC555 especially during growth on FL (Tables S16 and S17). We also noted that expression of several orthologous genes was also drastically different, which indicates that both species operate and respond differently to HMO. For example, while the HMO utilization strategy in *B. bifidum* relies in part on a PTS system, the corresponding homolog in *B. infantis* does not appear to participate in this process. Putative fucose metabolism genes were in contrast induced several fold only in *B. infantis*.

The differences presented therefore reflect two different lifestyles found in the infant intestinal microbiome that have apparently converged in specialization in utilization of HMO. It could be possible that both *B. bifidum* and *B. infantis* display biogeographical differences as well, considering that most *B. bifidum* strains are competitive in mucin degradation, associating this species with the mucus layer. In contrast, *B. infantis* could reside mostly in the lumen. Certain species in the gut microbiome, such as *Clostridium* and *Bacteroides*, can be preferentially located in the mucus layer or the intestinal lumen^45^.

## Conclusions

Both *B. infantis* and *B. bifidum* are able to utilize HMO as a sole carbon source, but with divergent strategies. In the present study, we showed that *B. infantis* strains are highly homogeneous in their ability to use specific HMO substrates, while *B. bifidum* isolates were more diverse, with some strains unable to grow on fucosylated or sialylated HMO. Choosing representative strains that grow well on HMO, we confirm that *B. infantis* expresses an assortment of transporters to internalize HMO substrates while *B. bifidum* expresses enzymes to hydrolyze HMO extracellularly. The transcriptome of each isolate varies dramatically even in response to structurally similar substrates. Likewise, the two strains have different transcriptional responses to the same substrate, even when lactose is the sole carbon source.

Our findings highlight the genetic and functional diversity between strains and between different isolates of the same strain as well as the specific mechanisms used by these isolates to utilize HMO. Such detailed mechanistic knowledge of the relationships between substrates and specific bifidobacteria will inform effective prebiotic and probiotic strategies. Synbiotic supplements could be designed to pair specific prebiotics with probiotics that will consume them via known strategies to achieve predefined functional outcomes.

## Methods

### Bacteria and media

*Bifidobacterium* strains used in this study (Table S1) were obtained from fecal samples from exclusively breast-fed term infants^21^, the Japanese Collection of Microorganisms (Riken Biosource Center Japan), the American Type Culture Collection (Manassas, VA), and the University of California Davis Viticulture and Enology Culture Collection (Davis, CA). For routine experiments, bifidobacteria were grown on de Mann-Rogose-Sharp (MRS) broth supplemented with 0.05% w/v L-cysteine (Sigma-Aldrich, St. Louis, MO), and incubated for 18 h at 37 °C in an anaerobic chamber (Coy Laboratory Products, Grass Lake, MI), in an atmosphere containing 5% carbon dioxide, 5% hydrogen, and 90% nitrogen. Prior to each assay all bacteria were subcultured twice.

### Multilocus sequence typing (MLST) of strains

MLST analysis of *B. infantis* and *B. bifidum* strains targeted intragenic regions of seven housekeeping genes *clpC, purF, gyrB, fusA, Iles, rplB, rpoB* that were selected based on a previous study^27^. For PCR amplification, one μl of extracted DNA was added to 50 μl reaction mixture containing 50 pmol of primers, 200 μM of each dNTP, 0.1 vol of 10X PCR buffer, 2.5 mM MgCl2, and 1 U AmpliTaq gold polymerase (Applied Biosystems). Cycling conditions were optimized for every primer set (Table S2) and consisted of an initial denaturation at 95 °C for 4 min, followed by 35 cycles of 95 °C for 30s, annealing at 60–67 °C for 30s, elongation at 72 °C for 60s, final extension at 72 °C for 7 min, and holding at 4 °C. The resulting amplicons were separated using a 1% agarose gel, followed by GelRed staining (Phenix Research Products, Candler, NC), and purification using a QIAquick PCR Purification Kit (Qiagen, Valencia, CA). Sequencing was performed on an ABI 3730 Capillary Electrophoresis Genetic Analyzer using BigDye Terminator chemistries at the University of California Davis DNA Sequencing Facility. Sequencing data for all loci was edited using BioEdit 7.0 and aligned using CLUSTAL W^46^. Phylogenetic analysis and concatenations of the sequenced loci were performed using the Molecular Evolutionary Genetic Analysis (MEGA) software version 5 (http://megasoftware.net). Descriptive evolutionary analysis including mol% G + C content, number of polymorphic sites, nucleotide diversity π/site, average number of nucleotide differences k were calculated using DnaSP version 5.10 (Table S3). Allelic sequences were assigned as described previously^47^ (Tables S4 and S5). A minimum evolution tree of the concatenated loci was calculated using MEGA 5.0 (Fig. S1).

### Bifidobacterial growth *in vitro* on HMO

The 35 bifidobacterial strains in Table S1 were tested for growth in the presence of seven different substrates: HMO^18^, LNT, lacto-*N*-neotetraose (LNnT), 2′-fucosyllactose (2FL), 3-fucosyllactose (3FL) (Glycom, Denmark), 6′-sialyllactose (6SL) (GenChem Inc. Korean), and hog mucin type II (Sigma). *B. animalis subsp. lactis* JCM 10602 was also included as negative control for growth experiments. Two μl of each resulting overnight culture were used to inoculate 200 μl of modified MRS medium (mMRS), devoid of glucose and supplemented with 2% (w/v) of each substrate, except for mucin at 1%, as the sole carbohydrate source, and another 2 μl inoculated into mMRS without added sugar. Mucin was autoclaved at 121 °C for 10 minutes before addition to broth. The media was supplemented with 0.05% (w/v) L-cysteine, and in all the cases the cultures in the wells of the microtiter plates were covered with 30 μl of sterile mineral oil to avoid evaporation. The incubations were carried out at 37 °C in an anaerobic chamber (Coy Laboratory Products, Grass Lake, MI). Cell growth was monitored in real time by assessing optical density (OD) at 600 nm using a BioTek PowerWave 340 plate reader (BioTek, Winoosky, VT) every 30 min preceded by 15 seconds shaking at variable speed. Two biological replicates and three technical replicates were performed for every studied strain. The OD obtained for each strain grown on the different substrates, was compared with the OD obtained in the absence of a sugar source. This difference in OD (ΔOD) was used as a parameter to evaluate each strain’s ability for growing on the different substrates.

### Statistical analysis of growth

Statistical analysis of the data was carried out using SPSS for Windows, 15.0 (SPSS Inc Chicago, IL, USA). The relationships among the maximum OD_600_ values of the growth on the different substrates by the bifidobacteria strains were evaluated by Pearson correlation coefficients and principal components analysis (PCA).

### Genome sequencing

*B. bifidum* SC555 is a strain that was previously isolated from a 3–6 month old infant. For genome sequencing, the strain was grown on MRS broth under the anaerobic conditions described above. After 18 h, 5 ml of this culture was centrifuged at 12000 × *g* for 2 min, and used to extract DNA using the MasterPure Gram-positive DNA Purification Kit (Epicentre), following manufacturer instructions. DNA was quantified using the dsDNA HS Assay in a Qubit 2.0 fluorometer (Life Technologies, Carlsbad CA). DNA was also checked for integrity in 1% agarose gels. Next, 2 μg of the genomic DNA in 100 μl of elution buffer EB were sonicated in a Bioruptor Standard (Diagenode, Denville NJ), for 10 min with cycles of 30s on and 30s off. Samples were stored at −20 °C, and fragmentation sizes were evaluated in a 2100 Bioanalyzer using the Agilent DNA 1000 kit (Agilent Technologies, Santa Clara CA). Fragmented cDNA (15 μl at 20 ng/μl) was used to prepare a library for Illumina sequencing using the Apollo 324 Robot and the PrepX ILM DNA Library Kit (IntegenX, Pleasanton CA), at the Genome Center at UC Davis and following manufacturer instructions. Sample was ligated with BiooScientific Adapter 15 (Bioo Scientific, Austin TX). The resulting library was checked for size using a High Sensitivity DNA Kit (Agilent) in the Bioanalyzer 2100, with an expected average size of 350 bp. Finally, sample was pooled with other seven bacterial genomes at the Genome Center at UC Davis DNA Technologies Core Facility, for sequencing on a Illumina HiSeq2500. All sequencing steps were carried out by Core personnel. Sequencing was run for 200 cycles, with read length of 100 bp (paired ends).

Sequencing files were concatenated using Terminal, and processed for genome assembly using CLC-Bio Genomics Workbench (Cambridge, MA). Reads (100 bp) were trimmed setting at 2 the maximum of ambiguous base pairs, and deleted if their quality scores were below 0.5. Edited reads were next aligned to the genome sequence of *Bifidobacterium bifidum* PRL2010. Genbank files were obtained from the Integrated Microbial Genome database^48^. Resulting contigs from the genome of *B. bifidum* SC555 were submitted to the IMG Expert Review (IMG/ER) for annotation (GOLD card: Gi17163. ER submission ID: 8631). Locus tags generated contained the BBIF prefix, and topology was linear. Gene calling method was the Isolate Genome Gene Calling. Draft genome sequences were analyzed using the IMG Expert Review functions. For creating a Venn diagram, Genome Gene Best Homologs between *Bifidobacterium bifidum* SC555 and PRL2010 was used. Analysis was set to look for homologs using BLASTP with more than 60% identity at the aminoacid level. The final draft genome of *Bifidobacterium bifidum* SC555 is available at https://img.jgi.doe.gov, GOLD Project ID: Gi17163.

## RNA-seq

### Sample preparation, growth curves

*B. longum subsp. infantis* ATCC 15697 *and B. bifidum* SC555 were grown as described above in mMRS supplemented with either 2% lactose, 2% HMO, 2% LNT, 2% LNnT, 2% 2FL, 2% 3FL, 2% 6SL or 1% porcine mucin in a microplate reader, and cultures were taken at mid-exponential phase OD 0.5–0.6. In the case of HMO, the samples were collected at three different points in the growth curve, approximately OD_600nm_ = 0.25 (early exponential), 0.5–0.7 (mid exponential) and 0,9-1.1 (late exponential). Samples were immediately pelleted at 12000 × *g* for 1 min and stored in RNAlater Ambion. RNA extraction, and cDNA conversion were performed as previously described^23^.

### RNA extraction

One ml of each sample stored in RNAlater, with OD above 0.6, was used in the procedure. Samples were centrifuged at 10,000 × *g* for 2 min on a bench centrifuge to collect the cell pellet. Pellet was washed twice with PBS buffer to remove RNAlater, and centrifuged at 10,000 × *g*. Pellets were later resuspended in 250 μl of lysozyme (50 mg/ml final; Sigma) and 125 μl of mutanolysin (1000 units/ml; Sigma), previously prepared and filter-sterilized in TE buffer (10 mM Tris, 1 mM EDTA, pH 7.2). Samples were incubated at 37 °C for 10 min. Pre-lysed cells were centrifuged at 8000 × *g* for 1 min, and the Ambion RNAqeous kit (LifeTechnologies) was used to extract total RNA following manufacturer instructions and eluting the RNA in 50 μl of EB buffer. Total RNA was immediately subjected to DNase treatment with the Turbo DNase free (Ambion) using 3 μl of DNase I for 1 hour. RNA was stored at −80 °C at this point, but previously quantified in Qubit using the Qubit High Sensitivity RNA Assay Kit (Life Technologies). One μl of RNA was the minimum used in next steps. RNA integrity was checked in a Bioanalyzer using an Agilent RNA Nano Chip. RNA (1–2 μl) was first denatured at 65–70 °C for 2 min before the run. Samples were further processed only if their RIN (RNA Integrity Number), was above 7. We later evaluated genomic DNA contamination by qPCR, using the Fast Sybr-Green Master Mix (Applied Biosystems, Foster City CA), and universal bacterial primers Uni334F (5′ACTCCTACGGGAGGCAGCAGT) and Uni514R (5′ATTACCGCGGCTGCTGGC). Template DNAs were the RNA samples before and after DNAse treatment, and proper negative and positive controls were used. Each reaction (20 μl total) included 1X master mix, 0.1 μm primers, and 1 μl RNA. Samples were run in triplicate.

Ribosomal RNA depletion was achieved using the Ribo-Zero magnetic kit, Bacteria (Epicentre, Madison WA). Manufacturer instructions were followed (using 28 or 26 μl of RNA depending on the concentration). mRNA was purified with the Qiagen RNeasy Minelute Cleanup kit, following the instructions presented in the Ribo-Zero protocol for this part. RNA was eluted in 13 μl. One μl of the RNA was checked for removal of 16S and 23S rRNA peaks using the Qubit HS RNA Assay (Agilent). Chromatograms were manually inspected.

mRNA was later converted to cDNA. For first strand cDNA conversion, the Superscript II Reverse Transcriptase was used (Invitrogen), following manufacturer protocol. Reaction also contained Random Primers (3 μg/μl, Invitrogen). We used 11 μl of rRNA depleted RNA, 1 μl of 10 mM dNTPs and 1 μl of random primers. After this, second cDNA strand was synthesized using the NEB NEBNext mRNA Second Strand Synthesis Module (New England Biolabs, Ipswich, MA) following manufacturer instructions. Then, the MinElute Reaction Cleanup Kit (Qiagen, Valencia CA) was used for cleaning up the DNA. Final elution was done in two rounds of 15 μl in EB buffer. At this point cDNA was quantified using the Qubit High Sensitivity DNA kit (Life Technologies), and diluted to a volume of 100 μl with EB buffer, for fragmentation in a Bioruptor (Diagenode). Eight cycles of 15s on and 90s off were used for each sample. Fragmented cDNA was quantified with Qubit High Sensitivity DNA kit. DNA was also analysed in a Bioanalyzer with the Agilent High Sensitivity DNA kit. An average fragment length of 300–500 bp was desired for next steps.

### Library construction

Sequencing libraries were prepared using the BiooScientific NEXTflex Chip Seq Kit (Bioo Scientific, Austin TX). This kit is Illumina compatible. Ten ng of fragmented cDNA were used. In the manufacturer protocol, option 3 was followed entirely, with the goal to select fragments between 300 and 400 bp in a gel-free protocol. Size selection and clean-up steps were achieved using the Agencourt Ampure XP beads (Beckman Coulter, Brea CA), and a Magnetic Stand-96 (LifeTechnologies). All temperature-sensitive reactions were carried out in a preheated thermocycler. Adapters used (NEXTflex™ ChIP-Seq Barcodes, Bioo Scientific) contained 6-bp indexes for multiplexing. At the last step, ligation products were amplified by PCR with the supplied reagents for 17 cycles.

Libraries were first assessed in Bioanalyzer using a DNA high sensitivity Agilent chip. Sizes were expected to be in the 300–500 bp range. Libraries were quantified using the Kapa SYBR FAST Universal qPCR Kit. At maximum, 24 libraries with different barcodes were pooled in one reaction tube containing 20 ng of each library. The library was further assessed in an Agilent High Sensitivity DNA kit and quantified by Qubit HS DNA assay. Pooled libraries were submitted to the Genome Center at UC Davis Genome Center DNA Technologies Core Facility, for sequencing on a Illumina HiSeq2500. All sequencing steps were carried out by Core personnel. Sequencing was run for 50 cycles, with read length of 50 bp (single reads). Runs were demultiplexed by the Core Facility.

Received files were first joined using the Terminal software, and exported to the CLC-Bio Genomics Workbench. This platform was used in all analyses unless mentioned. Reads (100 bp) were trimmed setting at 2 the maximum of ambiguous base pairs, and deleted if their quality scores were below 0.5. Edited reads were aligned to fasta files generated at IMG from the genome sequences (reference) of *B. longum* subsp. *infantis* ATCC 15697, and *B. bifidum* SC555, respectively. Only coding regions were considered in this analysis. Alignment allowed a maximum of 2 mismatches, and a maximum of 10 matches to other reads. Other settings were considered as default. The CLC-BIO tools retrieved information regarding the gene length, total and unique gene reads aligning to a specific locus tag, and automatically calculated the RPKM value (Reads Per Kilobase per Million mapped reads)^49^.

### Statistical analysis

RPKM information for each gene in each genome was used in CLC-Bio Genomics Workbench for statistical comparisons, under the Set Up Experiment option. This included each sample corresponding to *B. infantis* or *B. bifidum* growing on a different substrate or growth phase. Samples were considered as independent or unpaired (multi-group comparison). RPKM values were transformed to log10 for statistical analysis. In box plots, the box is defined by the inter quartile ranges (IQR), the median is drawn as a line in the box, and the whiskers extend 1.5 times the height of the box. Principal component analysis is presented on transformed values for each sample, including the biological replicates. Statistical analyses were carried out on proportion-based Baggerly test^50^. Samples from growth on lactose were considered as reference controls. p-values were applied the Bonferroni correction. Finally, hierarchical clustering of features was calculated on original RPKM values, considering Euclidean distance and Single cluster linkage.

### Differential expression

To determine differentially expressed genes, the R package “DESeq^51^” was applied to the raw count data. Genes with a mean count less than 200 were excluded from analysis. Adjusted p-values <= 0.05 were deemed statistically significant. Where a singular p-value has been stated in the manuscript for a group of tests, the highest (least significant) p-value is reported.

### Functional enrichment analyses

For each substrate group, genes were ranked by their log2foldchange and p-value for gene expression relative to lactose. Those with a non-significant p-value received a rank of 0 (effectively ending up in the middle of the list) while those with a significant p-value received a rank equal to their log2 fold change. Up-regulated genes appear towards the top of the list while down-regulated genes appear toward the bottom of the list. The ranked gene lists were analysed using Gene Set Enrichment Analysis (GSEA)^52^ for enrichment with functional annotations towards the top of the list (e.g. those most differentially expressed). Custom scripts were developed to create GSEA input files for different functional annotations. Functional annotations tested included COG functions, KEGG pathways, GO terms, and SRI pathways. GO annotations were derived for each gene using Blast2GO^53^. SRI pathway annotations were mapped using SRI Pathway Tools^54^.

## Availability of supporting data

The *Bifidobacterium longum subsp. infantis* ATCC 15697 genome used in this manuscript is available in the Integrated Microbial Genomes database at the Joint Genome Institute at https://img.jgi.doe.gov, GOLD Project ID: Gc00886. The *Bifidobacterium bifidum* SC555 genome is also available at https://img.jgi.doe.gov, GOLD Project ID: Gi17163. The data from the *B. infantis* and *B. bifidum* RNA-sequencing studies are available in the NCBI Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo/) with accession numbers GSE58773 and GSE59053, respectively.

## Additional Information

**How to cite this article**: Garrido, D. *et al.* Comparative transcriptomics reveals key differences in the response to milk oligosaccharides of infant gut-associated bifidobacteria. *Sci. Rep.* **5**, 13517; doi: 10.1038/srep13517 (2015).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
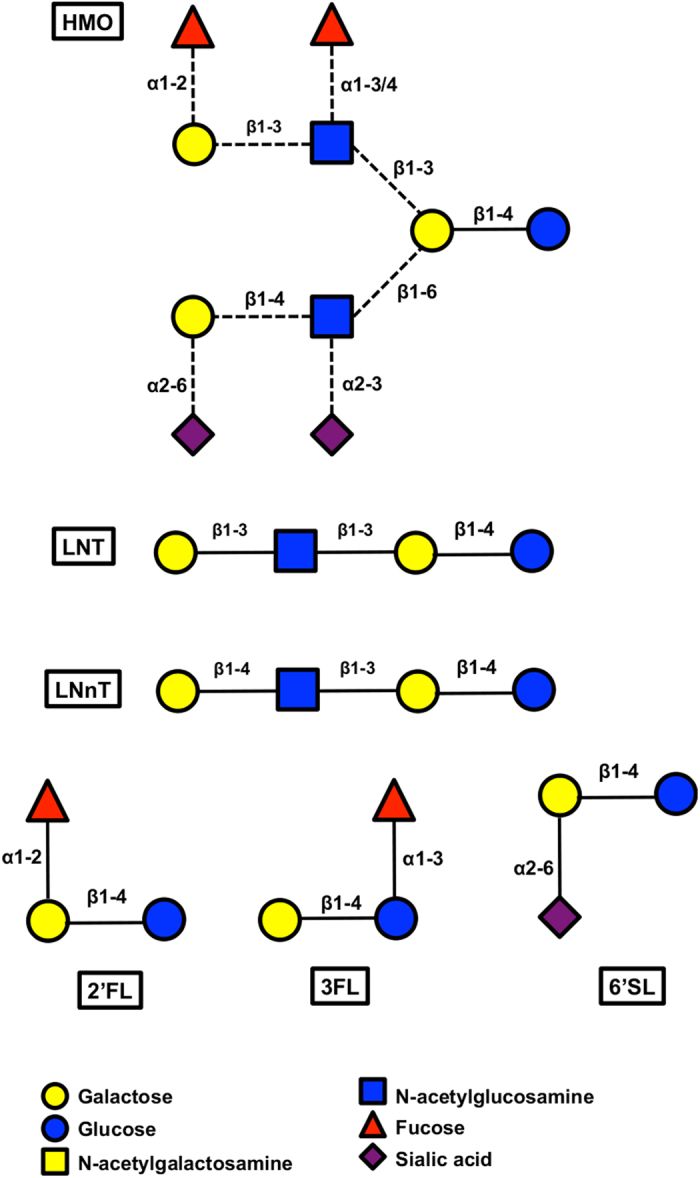
Representative structure of HMO and major oligosaccharides found in breast milk. Dashed lines represent glycosidic linkages not found in all HMO.

**Figure 2:**
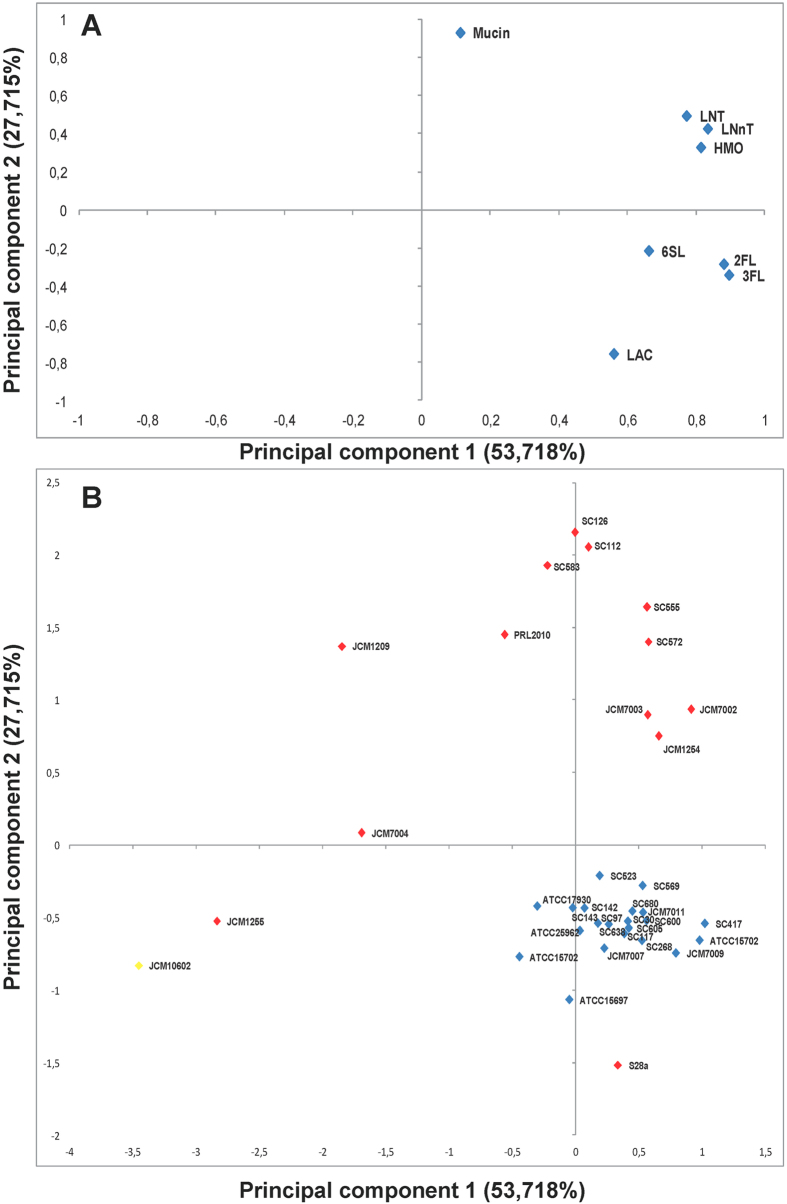
Principal component analysis (PCA) defined by the two principal components (PC1 and PC2) of the maximum OD_600_ values of *B. infantis* (blue) and *B. bifidum* (red) growth on HMO, LNT, LNnT, 2FL, 3FL, 6SL, mucin and lactose. Negative control, *B. animalis* (Yellow). (**A**) represents variables (oligosaccharides substrates) and (**B**) bifidobacteria strains.

**Figure 3:**
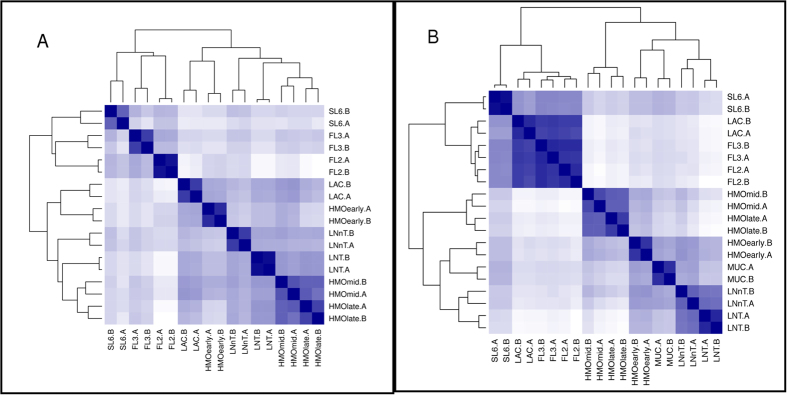
Whole transcriptome distances in substrate responses of *B. infantis* (A) and *B. bifidum* (B). The heatmap shows the distances between the *B. infantis* whole transcriptomes in response to the substrate listed: SL6 = 6′siayllactose, FL3 = 3-fucosyllactose, FL2 = 2′fucosyllactose, HMOearly = HMO at early time point, HMOmid = HMO at mid time point, HMOlate = HMO at late time point, LNT = Lacto-*N-*tetraose, LNnT = Lacto-*N-*neotetraose, “(.A)” = first biological replicate, “(.B)” = second biological replicate. The distances calculated are Euclidian distances of the variance-stabilized count data. The darkness of the blue color in the heatmap indicates the degree of similarity, from white (dissimilar) to dark blue (most similar). Likewise, the dendograms also show the distances with larger branch lengths indicating greater distances.

**Figure 4:**
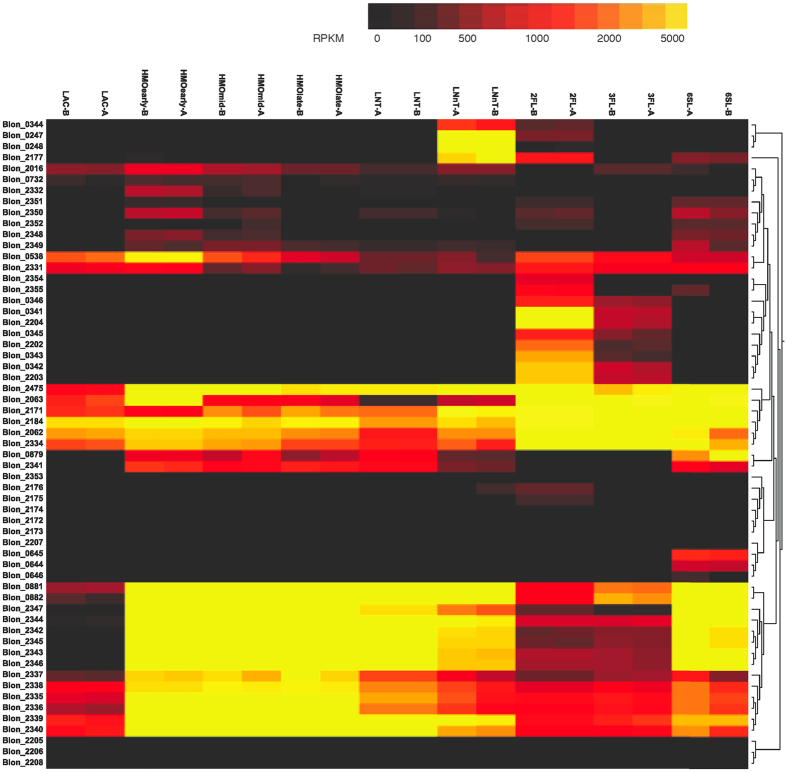
Hierarchical clustering of features (HCF), of the whole transcriptome of *B. infantis* during growth on HMO and major HMO. The heat map represents the expression of genes in Table S9.

**Figure 5:**
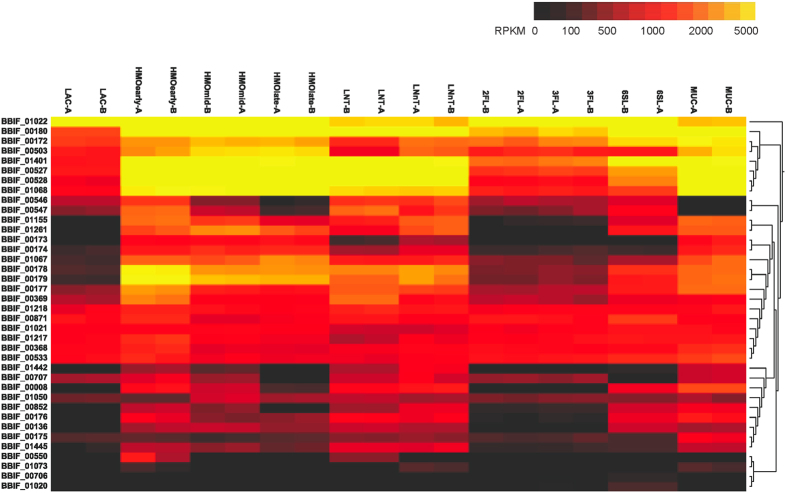
Hierarchical clustering of features (HCF), of the whole transcriptome of *B. bifidum* during growth on HMO and major HMO. The heat map represents the expression of genes in Table S10.

**Figure 6:**
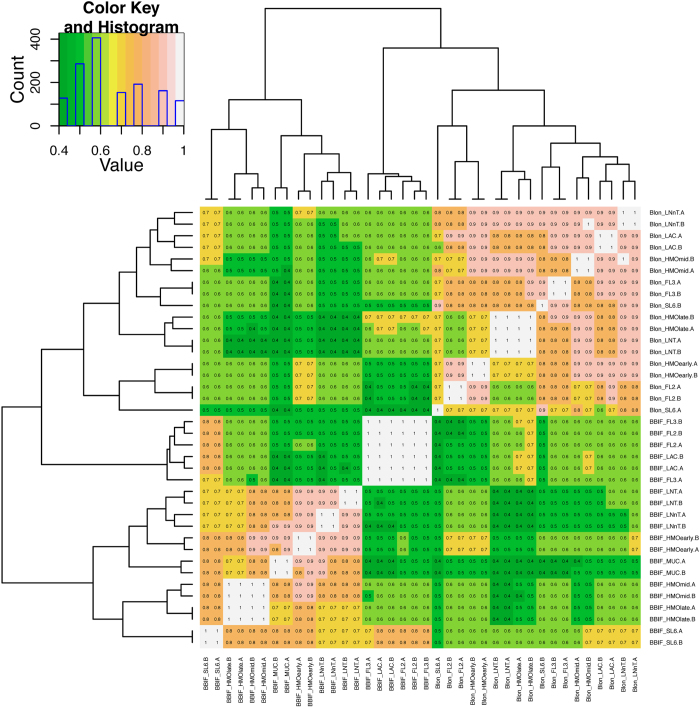
Map of correlations between orthologous transcriptomes in *B. infantis* and *B. bifidum*. Each box in the heatmap represents the correlation between the transcriptomes indicated on the x-axis and y-axis: BLON = *B. infantis*, BBIF = *B. bifidum*, SL6 = 6′siayllactose, FL3 = 3′fucosyllactose, FL2 = 2′fucosyllactose, HMOearly = HMO at early time point, HMOmid = HMO at mid time point, HMOlate = HMO at late time point, LNT = Lacto-*N-*tetraose, LNnT = Lacto-*N-*neotetraose “(.A)” = first biological replicate, “(.B)” = second biological replicate. The color key indicates the correlation also indicated by the text in each box: The color key also includes a light blue line that indicates the number of observations at each level of expression.

**Table 1:** Level of growth on different glycans by *B. bifidum* and *B. infantis* strains.

Strains	HMO	LNT	LNnT	2FL	3FL	6SL	Mucin	Lactose
*B. infantis*								
ATCC 15697	+++	+++	+++	+++	+++	+++	−	+++
ATCC 25962	+++	+++	+++	+++	+++	+++	−	+++
ATCC 17930	+++	+++	+++	+++	+++	++	−	+++
ATCC 15702	+++	+++	+++	+++	+++	++	−	+++
JCM 7007	+++	+++	+++	+++	+++	++	−	+++
JCM 7009	+++	+++	+++	+++	+++	+++	−	+++
JCM 7011	+++	+++	+++	+++	+++	+++	−	+++
SC30	+++	+++	+++	+++	+++	++	−	+++
SC97	+++	+++	+++	+++	+++	+++	−	+++
SC117	+++	+++	+++	+++	+++	++	−	+++
SC142	+++	+++	+++	+++	+++	+++	−	+++
SC143	+++	+++	+++	+++	+++	++	−	+++
SC145	+++	+++	+++	+++	+++	++	−	+++
SC268	+++	+++	+++	+++	+++	+++	−	+++
SC417	+++	+++	+++	+++	+++	++	−	+++
SC523	+++	+++	+++	+++	+++	+++	−	+++
SC569	+++	+++	+++	+++	+++	+++	−	+++
SC600	+++	+++	+++	+++	+++	+++	−	+++
SC605	+++	+++	+++	+++	+++	+	−	+++
SC638	+++	+++	+++	+++	+++	++	−	+++
SC680	+++	+++	+++	+++	+++	+++	−	+++
*B. bifidum*								
JCM 1254	+++	+++	+++	+++	+++	−	++	+++
JCM 1255	−	+++	−	−	−	−	−	+++
JCM 1209	+++	+++	+++	+++	+++	−	++	−
JCM 7002	+++	+++	+++	+++	+++	+++	++	+++
JCM 7003	+++	+++	+++	+++	+++	+++	+++	+++
JCM 7004	+	++	++	++	++	++	++	++
S28-a	++	+++	+++	+++	+++	+++	−	+++
PRL2010	+++	+++	+++	+++	+++	+++	−	++
SC112	+++	+++	+++	+++	++	+++	+++	++
SC126	+++	+++	+++	++	++	++	++	++
SC555	+++	+++	+++	+++	+++	+++	++	++
SC572	+++	+++	+++	+++	+++	+++	++	+++
SC583	+++	+++	+++	++	++	++	+++	++
*B. animalis*								
JCM 10602	−	−	−	−	−	−	−	++

^a^Level of growth was classified as follows: −, negative (maximum OD_600_ < 0.250); +, low (OD_600_ from 0.250 to 0.500); ++, moderate (OD_600_ from 0.500 to 0.800); +++, high (OD_600_ > 0.800).

**Table 2:** Most highly transcribed genes in all datasets in *B. infantis.*

Feature ID	MeanRPKM	SDRPKM	Genelength	Description
NC_1013344_1014356	423108	175222	375	RNAse P
Blon_1922	11971	2505	1356	translation elongation factor Tu(EC:3.6.5.3)
Blon_2257	10261	5063	90	chaperonin Cpn10
Blon_0694	9911	5948	807	chaperonin GroEL
Blon_0679	7198	2063	1437	histone family protein DNA-binding protein
Blon_1722	6147	2759	1302	Fructose-6-phosphate phosphoketolase(EC:4.1.2.22)
Blon_0900	5758	2720	636	glyceraldehyde-3-phosphate dehydrogenase, type I(EC:1.2.1.12)
Blon_1095	5159	1997	4476	transcriptional regulator, Fis family(EC:2.2.1.2)
Blon_0308	4800	1373	1473	ATP synthase F1, gamma subunit(EC:3.6.3.14)
Blon_2152	4479	1208	747	phosphoglycerate mutase 1 family(EC:5.4.2.1)
Blon_0309	4369	1031	294	ATP synthase F1, beta subunit(EC:3.6.3.14)
Blon_1089	4310	978	1119	preprotein translocase, SecG subunit
Blon_2215	4041	1713	2181	translation initiation factor IF-1
Blon_0307	4036	975	924	ATP synthase F1, alpha subunit(EC:3.6.3.14)
Blon_2211	3882	972	912	DNA-directed RNA polymerase, alpha subunit(EC:2.7.7.6)
Blon_2475	3016	1753	450	ABC transporter related, ATPase component
Blon_0382	2871	1094	294	narrowly conserved hypothetical protein
Blon_1738	2421	1455	414	hypothetical protein

**Table 3:** Most highly transcribed genes in all datasets in *B. bifidum.*

Feature ID	MeanRPKM	SDRPKM	Genelength	Gene description
BBIF_01522	94,333	49,231	364	RNAse P
BBIF_00180	14,278	9,299	1308	ABC-type sugar transport system, periplasmic component
BBIF_01548	13,101	1,683	1200	translation elongation factor TU
BBIF_00999	8,704	7,171	282	Bacterial nucleoid DNA-binding protein
BBIF_01022	8,602	3,665	1791	ABC-type dipeptide transport system, periplasmic component
BBIF_00527	8,245	5,856	1551	PTS system, *N-*acetylglucosamine-specific IIBC component
BBIF_00151	7,302	3,843	1104	transaldolase, mycobacterial type(EC:2.2.1.2)
BBIF_01766	6,811	4,378	2376	formate acetyltransferase 1(EC:2.3.1.54)
BBIF_01046	6,234	1,175	1056	glyceraldehyde-3-phosphate dehydrogenase, type I(EC:1.2.1.12)
BBIF_01460	6,138	4,967	2757	Phosphoenolpyruvate carboxylase(EC:4.1.1.31)
BBIF_00286	5,645	3,686	2478	Phosphoketolase(EC:4.1.2.22)
BBIF_00528	5,155	3,411	507	PTS system, glucose subfamily, IIA component(EC:2.7.1.69)
BBIF_01456	4,752	2,330	564	peroxiredoxin(EC:1.11.1.15)
BBIF_01401	4,711	2,056	1128	ABC-type sugar transport systems, ATPase components
BBIF_00570	4,122	2,327	3339	*N-*acetyl-beta-hexosaminidase(EC:3.2.1.52)
BBIF_00150	3,780	1,866	2109	transketolase, bacterial and yeast(EC:2.2.1.1)
BBIF_00846	3,764	2,111	219	translation initiation factor IF-1

How the deposited data were processed for this re-analysis (not part of the article)

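The data are RNA-seq values of *B. infantis* in 18 libraries, made from cultures A and B in each of 9 conditions: lactose, pooled HMO at HMOearly, HMOmid and HMOlate, LNT, LNnT, 2FL, 3FL and 6SL. Libraries were assigned to conditions and replicates by the sample labels, which the paper's design matches. The *B. bifidum* libraries and the ortholog comparison between species were not analysed here.

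The authors depleted ribosomal RNA, made randomly primed, double-stranded cDNA without marking the strand, and sequenced libraries amplified by PCR without molecular identifiers, so intervals and tests treat PCR copies as independent reads. The authors then trimmed the reads, aligned them to the coding regions of the strain's genome in CLC Genomics Workbench with at most 2 mismatches and at most 10 other matches, and deposited the count of reads per locus tag in each library. The deposited RPKM values were calculated by the same software for the authors; these columns hold the mean of both replicates of a condition. Whether total or unique reads were counted, and the version of the software, are not given in the sources used here. Of the RPKM columns, 8 were used, and 1 column of per-sample values that matched no sample here was not used. Because RPKM depends on the count, the library total and the gene length, the gene lengths could be worked out from the counts and the RPKM values: 1845 of the 1889 tested loci gave a length within 0.1 nt of a whole number, with a largest deviation of 0.137%. Of the 1869 tested loci whose tags do not start with Blon_R, 1855 had a length that is a multiple of 3, so these are coding lengths. The RPKM of each library, 6SL included, was then recomputed from counts and lengths.

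The files do not pair locus tags with gene names, and 0 of the 2577 tags were found in the reference table of 2665 genes. Names and functions are therefore those the paper gives. The planned lists by product name and the set tests on them, on carbohydrate transport and nucleotide biosynthesis among others, were therefore not run, and RNase P is not analysed here.

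Loci with a mean count of at least 200 over the 18 libraries were tested, as in the paper's use of DESeq; the authors excluded genes below the same mean. The design fixed 18 libraries in one fit. The chi-square of the A and B counts then showed that the LNT pair and the 2FL pair differ by less than the sampling noise, and each pair was entered as 1 unit, its rounded mean. This left 16 units and 7 residual degrees of freedom. The merging was thus decided after the counts were seen, and the fit with 18 libraries, as first designed, is given as an alternative. Counts were normalized by TMM in edgeR 4.0.16 under R 4.3.3 and tested with its quasi-likelihood F test, with Benjamini-Hochberg adjustment over the 1889 loci at a threshold of 0.05. Each substrate was compared with lactose, LNT with LNnT, 2FL with 3FL, and the HMO time points with each other. All conditions share one estimate of the spread, so a condition with a single unit is assumed to vary like the others. Intervals are at 95%. Distances are Euclidean on counts transformed by the blind variance stabilization of DESeq2 1.42.0. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

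The depth ran from 5237849 to 9421352 counts per library. The test was checked on simulated data made from the means, library sizes and spread of these libraries, with 200 of 1889 loci changed. Each locus had the same spread in all conditions. In the data the replicates agreed to unlike degrees, with a chi-square per degree of freedom of 2.17 on HMOearly and 167 on 6SL. More loci were called in the data than were changed in the simulation. The rates below hold for the simulated setting only. For HMOearly against lactose it recovered 99 of 100 loci changed 2-fold and 69 of 100 changed 1.5-fold, with 5 false calls (2.89% of its calls). For 2FL against lactose it recovered 83 and 46 of 100, with 4 false calls (3.01%). Smaller changes can therefore be missed.

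Scaling by TMM assumes that most loci do not change. In several comparisons most tested loci were called, as on 6SL against lactose, with 645 higher and 663 lower of 1889. There the assumption is in doubt, and the near-even split of higher and lower calls depends on the scaling. Scaling by library totals, as RPKM does, moved the median log2 fold change over all loci by −0.27 for 3FL, −0.20 for LNnT, −0.16 for 6SL and −0.15 for HMOearly and HMOlate against lactose, by 0.18 for LNT against LNnT and for 2FL against 3FL, and by 0.12 for HMOmid against HMOearly and −0.11 for HMOlate against HMOmid. Log2 fold changes are relative to these shifts.

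The loci named in the text follow a rule set before the data were examined, together with the tests, the gene lists and all alternatives not said to be added later. It takes every *B. infantis* locus that the paper names, members of the lists as examples, and, per comparison, the 10 highest and 10 lowest loci past the threshold whose libraries do not overlap between the groups. As the files give no names, only 2 loci that rose and 2 that fell are named beyond the lists and the loci that the paper gives in its text, Table 2 or Fig. 4. The values in the paper's Table 2 had been seen. The lists are the HMO cluster I, the GlcNAc pathway and the fucosyllactose loci, all as the paper gives them, and 3 ranges taken from general knowledge of the genome: a wider HMO cluster (Blon_2331 to Blon_2361), the LNB/GNB pathway and transporter (Blon_2171 to Blon_2177) and the sialic acid locus (Blon_0640 to Blon_0651).

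The alternatives were DESeq2 size factors, library totals, the DESeq2 test, no count filter, edgeR's filterByExpr, a fit of the compared conditions alone, the replicate letter as a block, a 2-fold minimum, limma 3.58.1 on log2 of the recomputed RPKM with pseudocounts of 1 and 10, leaving out each library in turn, and, for distances, log2 CPM with a prior count of 2, log10 RPKM, Spearman distance and no filter. Complete linkage was set beside average and single linkage. For the mean RPKM of the Table 2 loci, the median and the mean over 7 substrates were tried.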

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

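The tests of explanations for the fucosyllactose loci were chosen after the result was seen. Loci Blon_0341 to Blon_0344, Blon_2202 to Blon_2204 and Blon_2305 to Blon_2309 were higher than on lactose on pooled HMO and LNnT as well as on the fucosyllactoses. Reads of the 2FL libraries that were assigned to other libraries would leave the same share of the 2FL level at each locus, but among the loci above their lactose level the highest share on HMOearly was 3.97 times the lowest (from 3.34% for Blon_2306 to 13.2% for Blon_2202) and on LNnT 716 times (from 0.372% for Blon_2305 to 266% for Blon_0344), which argues against such reads as the whole cause. The choice between TMM and library totals was too small a shift to give the rise on HMOearly. It moved the log2 fold changes of the 12 loci by at most 0.152, and the smallest of them was 1.79. That all 12 stayed higher with library totals was fixed by these sizes and is no separate test. Early growth is argued against as the whole cause. HMOmid and LNnT were sampled at an OD600 close to that of lactose. Yet 12 of the 12 loci were higher on HMOmid (median log2 fold change 2.89) and 11 on LNnT (2.09) than on lactose. At HMOlate 10 were still higher (2.18). However, 10 of the 12 loci were lower on HMOlate than on HMOearly, so part of the rise at HMOearly may belong to early growth, which was not tested. The paper counts 2FL and 3FL among the major HMO of milk, and its pooled HMO came from milk. Fucosyllactose within the pooled HMO was not tested as a cause. What the cells took up at each time point was not measured here.

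Within that pattern, differences between conditions stood out by a direct test (edgeR). Blon_2308 was lower on HMOlate than on HMOearly, with a log2 fold change of −3.37 (adjusted p = 1.7e-08 from edgeR). Blon_2309 differed by −2.18 between HMOmid and HMOearly (adjusted p = 3.8e-07 from edgeR). Blon_2307 differed by −1.45 between HMOlate and HMOmid (adjusted p = 0.00016 from edgeR). Between the isomers 2FL and 3FL, the same Blon_2307 showed the largest difference of the 12 loci, 3.99. Blon_0344 differed most between the isomers LNT and LNnT, by −5.70 (95% interval −6.76 to −4.64, adjusted p = 1.3e-05 from edgeR), with an RPKM of 5.25 ± 2.11 on lactose and 1017 ± 93.0 on LNnT (SD, n = 2).

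Outside the loci named in the paper's text, Table 2 and Fig. 4, Blon_0425 was raised on LNnT by a log2 fold change of 7.28 against lactose (standard error 0.22, adjusted p = 1.5e-09 from edgeR), from an RPKM of 23.1 ± 0.643 to 3127 ± 941 (SD, n = 2). Its length of 1218 nt and its changes, within 0.18 on the log2 scale on every substrate, match those of Blon_0247, so that its counts are uncertain. Blon_1027 was raised on 2FL by 7.08 (standard error 0.36, adjusted p = 3.7e-08 from edgeR), from an RPKM of 1.98 ± 0.476 on lactose (SD, n = 2) to 257 on 2FL, and was also higher on 6SL (4.87) and 3FL (4.02). The paper's text does not name Blon_0425 or Blon_1027, and the files do not pair them with names.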

How the results depend on the processing

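The alternatives without the Blon_R loci and without the 6SL pair were chosen after the data were seen. So was the merging of the LNT and 2FL columns in the main fit, while the alternative with separate columns follows the fit first designed. Apart from leaving out single libraries, 623 comparisons of a result with an alternative kept the direction and side of the threshold (counts within 1.5 times), 53 moved further and 4 changed sign. With DESeq2 size factors, the DESeq2 test, filterByExpr, without the Blon_R loci and without the 6SL pair, the counts of loci over all tested loci, those of the HMO cluster I and the fucosyllactose loci, and the log2 fold changes of Blon_2308, Blon_2339 and Blon_1721 compared here stayed within these bounds. On simulated counts at these depths, with the same spread in all conditions, not all loci changed 1.5-fold were recovered. Of 100 such loci, 46 were recovered for 2FL against lactose and 69 for HMOearly, so small changes can go uncalled. Not run were the alternatives without the RNase P locus and the set tests of carbohydrate transport and nucleotide biosynthesis, which need gene names.

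With library totals, 246 loci were higher on HMOearly, 318 on LNnT and 370 on 3FL than on lactose, 453 on LNT than on LNnT and 105 on HMOlate than on HMOmid, and Blon_1721 on HMOearly changed sign to −0.10. In the fit of HMOlate and HMOmid alone, 83 loci were higher and 85 lower. With limma on log2(RPKM + 1), 248 loci were higher on HMOearly, 321 on LNnT and 369 on 3FL than on lactose, 189 were lower on LNT than on LNnT, 94 were higher on HMOlate than on HMOmid, and Blon_1721 was −0.090. With a pseudocount of 10 the higher loci numbered 252 on HMOearly, 318 on LNnT, 371 on 3FL and 94 on HMOlate against HMOmid, and Blon_1721 was −0.090. With 18 libraries, 507 loci were higher and 449 lower on LNT than on LNnT. The cause was not tested.

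A minimum of 2-fold removes loci by construction. The higher and lower loci against lactose then numbered 90 and 85 on HMOearly, 96 and 49 on HMOmid, 166 and 116 on HMOlate, 159 and 111 on LNT, 140 and 90 on LNnT, 216 and 176 on 2FL, 228 and 158 on 3FL, and 244 and 212 on 6SL. They numbered 71 and 92 for LNT against LNnT, 139 and 139 for 2FL against 3FL, 163 and 112 for HMOmid against HMOearly, 242 and 226 for HMOlate against HMOearly, and 15 and 20 for HMOlate against HMOmid. Of the HMO cluster I, 3 loci passed on 2FL and 5 on 3FL.

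For distances the bound was a change of 1.65, the spread with the LNT and 2FL columns included, which is stricter than the 2.04 without them. Spearman distances are on another scale. The difference of distances was then −0.00923 for LNT, 0.0821 for 2FL, 0.0395 for 3FL and 0.0575 for 6SL, and that of the HMO time points changed sign to 0.00205; the cause was not tested. With no filter on counts, the Euclidean differences were 12.4 for 2FL, 5.52 for 3FL and 7.53 for 6SL. Except where single libraries were left out, values were rescaled to the mean distance between libraries of the main measure before the bound was applied. After that rescaling these values moved past the bound.

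Leaving out single libraries, 225 comparisons stayed within these bounds, 14 moved and 1 changed sign. The 225 include 7 for each LNT column and 10 for each 2FL column. The columns of these pairs differ by less than the sampling noise, so leaving out 1 of them is no check of stability. A condition left with a single library is assumed to vary like the others. The higher loci ranged from 258 to 281 on HMOearly (258 without HMOearly replicate B) and the lower ones from 264 to 328 (264 without replicate B, 292 without replicate A). On HMOmid the higher loci ranged from 220 (without lactose replicate A) to 330. HMOlate against HMOmid gave 69 to 129 higher and 66 to 154 lower loci, with 69 and 66 without HMOlate replicate B, 112 and 124 without HMOlate replicate A and 112 and 112 without HMOmid replicate A. LNT against LNnT gave 183 (without LNnT replicate B) to 302 higher. The HMO cluster I loci called on 2FL ranged from 4 (without lactose replicate A, 3 when adjusted over the list alone) to 8. The value of Blon_1721 on HMOearly ranged from −0.084 (without lactose replicate B) to 0.19, and the 6SL difference of distances from 7.18 (without 6SL replicate B) to 10.9 (without replicate A).

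The replicate letters are not known to pair the cultures. Over 21 pairs of the 7 conditions with separate replicates, deviations of the same letter correlated at −0.189 to 0.604, above 0.1 in 9 pairs. With the letter as a block every count over all tested loci was higher, by up to 1.22 times: 436 higher and 490 lower on HMOearly against lactose, 364 and 329 on LNT against LNnT, and 211 and 241 on HMOlate against HMOmid.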

Differences from the paper's values

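The mean RPKM values of the 17 loci in Table 2 equal the paper's, and so do their SDs, but the gene lengths do not. The lengths worked out from the deposited counts and RPKM differ from those in Table 2 by more than 1.5 times at 12 loci; the length of a gene is not changed by any of the alternatives set before the data were examined. Blon_2257 (Cpn10) is 90 nt in the paper and 294 nt here. Blon_0694 (GroEL) is 807 nt in the paper and 1626 nt here, and Blon_0679 (histone-like protein) is 1437 nt in the paper and 282 nt here. For the bifid shunt enzymes, the paper gives 1302 nt for Blon_1722, which is 2478 nt here, and 636 nt for Blon_0900, which is 1059 nt here. The paper gives 4476 nt for Blon_1095 and the value here is 1104 nt. Of the ATP synthase subunits, Blon_0308 is 1473 nt in the paper and 924 nt here, Blon_0309 is 294 nt in the paper and 1473 nt here, and Blon_0307 is 924 nt in the paper and 1632 nt here. Blon_1089 has 1119 nt in the paper and 249 nt here, and Blon_2215 has 2181 nt in the paper and 219 nt here. Blon_2475 has 450 nt in the paper and 1128 nt here. Some of the paper's lengths equal the length here of another locus of Table 2: its 1473 nt for Blon_0308 that of Blon_0309, its 924 nt for Blon_0307 that of Blon_0308, and its 294 nt for Blon_0309 and Blon_0382 that of Blon_2257.

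The paper states that the loci Blon_0341 to Blon_0344, Blon_2202 to Blon_2204 and Blon_2305 to Blon_2309 responded to no substrate but the fucosyllactoses. It also counts 2FL and 3FL among the major HMO of milk, so pooled HMO is not a substrate known to lack them. Here 12 of 12 were higher than on lactose on HMOearly, HMOmid and 6SL, 11 on LNnT, and 10 on HMOlate and LNT (with 1 lower on LNT; 11 on 6SL with library totals and 10 without 6SL replicate B), all by smaller medians than on 2FL and 3FL, where 12 of 12 were higher, as in the paper. Blon_2308 rose on 2FL by 955-fold, near the paper's fold. With limma and a pseudocount of 10 its fold on 2FL was 468.

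The paper describes the HMO cluster I as basal on 2FL and 3FL; here 8 and 9 of its 12 loci were higher than on lactose, with median log2 fold changes of 0.57 and 0.87, and all 12 were higher on pooled HMO, LNT, LNnT and 6SL, as in the paper. With a 2-fold minimum, 3 and 5 loci remained called on 2FL and 3FL, and without lactose replicate A 4 were called on 2FL.

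The paper lists Blon_2475 and Blon_2334 as steady across conditions. Here Blon_2475 differed from lactose on 8 of 8 substrates and Blon_2334 on 4, or on 3 when either of the lactose replicates was left out, in fits of each substrate with lactose alone and with a 2-fold minimum. The paper describes LNT and LNnT transcriptomes as much closer to HMO. Here LNT lay 28.6 from HMOmid and 27.9 from HMOlate against 32.3 from lactose, and LNnT 31.2 and 32.2 against 36.3, and in 3 groups of the complete-linkage tree both fell with HMOmid and HMOlate, whereas average and single linkage left lactose in the same group with them. HMOearly was farther, at 35.9 from LNT and 37.5 from LNnT. Over all time points, the mean distances to pooled HMO and to lactose differed by −1.45 for LNT and by −2.65 for LNnT. The rough yardstick, taken from single-library distances, was 2.04. The LNT value ran from −2.49 without HMOearly replicate A or B to −0.707 without HMOlate replicate A, with −0.930 without HMOmid replicate B. Leaving out a library also lowers the weight of its time point in this mean. The paper describes the HMO time points as similar. Here the mean distance among them was 29.6 and that to lactose 31.9, a difference of −2.31. It was −1.49 without HMOlate replicate A, which also shifts these weights, and −2.03 without lactose replicate A. HMOmid and HMOlate were closest to each other, at 17.5. The separate cluster of 2FL, 3FL and 6SL, and Blon_1721 being highest in RPKM on lactose, were found here too, although the log2 fold change of Blon_1721 on HMOearly against lactose was 0.05 and did not pass the test.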

Other observations

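The tests of explanations for the LNT and 2FL replicates and for the Blon_R loci were chosen after the results were seen. The LNB/GNB range, Blon_2171 to Blon_2177, had its largest median change on 2FL. It was taken from general knowledge of the genome as the pathway that degrades lacto-*N*-biose and galacto-*N*-biose with its transporter. Blon_2177, however, rose by 5.65 on LNnT and by 4.41 on 2FL, a difference that was not tested. All 7 loci were higher on 2FL than on lactose, with a median log2 fold change of 3.31, and all 7 were higher on LNnT (1.55), 3FL (1.69), 6SL (2.48) and HMOlate (1.16). On HMOearly and HMOmid 6 were higher (1.35 and 1.28), and on LNT, which contains lacto-*N*-biose, 5 were higher (0.66); these counts were the same when adjusted over the list alone. The isomers separated this range: all 7 loci were lower on LNT than on LNnT, also when adjusted over the list alone, with a median of −1.04. Blon_2177 differed most, by −4.00 (95% interval −4.51 to −3.50, adjusted p = 4.9e-07 from edgeR), with an RPKM of 2095 ± 446 on LNnT and 47.7 ± 1.92 on lactose (SD, n = 2). Between 2FL and 3FL, 6 of the 7 were higher and Blon_2171 was lower (−0.65) on 2FL, also when adjusted over the list alone.

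Growth on LNnT raised a few loci far above their levels on its isomer LNT. Blon_0248, a row of the paper's Fig. 4, had an RPKM of 60.8 ± 5.63 on lactose, 55.7 on LNT and 5747 ± 2093 on LNnT (SD, n = 2), a log2 fold change of 6.76 on LNnT (standard error 0.32, adjusted p = 3.1e-08 from edgeR). Blon_0247, also a row of that figure, rose by 7.18 on LNnT (standard error 0.24, adjusted p = 2.0e-09 from edgeR). Blon_0425, which may share reads with Blon_0247 since their changes lay within 0.18 of each other, differed by −6.67 between LNT and LNnT (95% interval −7.31 to −6.03). Among the loci that fell, Blon_1695 was lower on LNT than on lactose by a log2 fold change of −3.28 (standard error 0.27, adjusted p = 5.5e-06 from edgeR), with RPKM values of 94.9 ± 6.44 and 9.51, and it was lower on HMOlate too (−2.78). Blon_0428 was lower on LNnT (−3.02, standard error 0.39, adjusted p = 9.5e-05 from edgeR), although its lactose replicates lay far apart (251 ± 148, SD, n = 2). In the wider HMO cluster, Blon_2331 to Blon_2361, 25 loci were tested, and the higher and lower ones against lactose numbered 25 and 0 on HMOearly, 20 and 1 on HMOmid, 19 and 1 on HMOlate, 20 and 1 on LNT, 20 and 2 on LNnT, 19 and 0 on 2FL, 20 and 0 on 3FL, and 23 and 1 on 6SL, by edgeR; adjusted over the list alone, 21 were higher on HMOmid and on LNT. At an unadjusted p under 0.05 from edgeR, 0 of them were lower on 2FL and 3FL; in either direction DESeq2 called 19 and 21, and limma 19 and 16. With library totals 15 were higher and 1 lower on 3FL.

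Replicates A and B were closer than sampling noise on LNT and on 2FL. Separate cultures and independent runs of one library are both argued against: the chi-square per degree of freedom was 0.175 on LNT and 0.355 on 2FL, where 100 simulated pairs of independent draws gave at least 0.915 and 0.921. Columns that hold partly the same reads would give a ratio under 1 at low counts too, and over the loci with a mean count under 200 it was 0.171 on LNT and 0.265 on 2FL, so that a candidate explanation is reads shared between the columns. No biological explanation was tested, since the design gives none.

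The Blon_R loci took a share of the counts that differed between libraries, from 0.526% (HMOlate, replicate B) to 7.99% (LNT, replicates A and B), with 5.42% and 6.68% on lactose. The growth substrate as the only cause is argued against, since the share differed 2.49 times between the 6SL replicates. With TMM scaling, leaving these loci out changed no count of loci against lactose by more than 1.08 times. Because that fit used TMM, it cannot show their effect on scaling by library totals or on RPKM, which was not tested. Ribosomal RNA left after depletion stays open: 8 of these loci, in 2 sets of 4 with nearly equal counts and lengths of 2858 and 1519 nt, held at least 94.4% of the Blon_R counts on lactose and LNT, which may mark repeated copies, but the files do not pair these tags with names.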
